# Toll signalling controls intestinal regeneration in *Drosophila*

**DOI:** 10.1242/dev.204794

**Published:** 2026-01-19

**Authors:** Aiswarya Udayakumar, Filippos Stavropoulos, Theodosia Hadjipanteli, Guofan Peng, Shivohum Bahuguna, Caitlin MacClay, Jeffrey Y. Lee, Qi Xiao, Yuxian Xia, Michael Boutros, Jun Zhou, Yiorgos Apidianakis, Chrysoula Pitsouli, Petros Ligoxygakis

**Keywords:** Toll, *Drosophila*, Gut, Intestinal stem cells

## Abstract

The intestinal interphase is where epithelial renewal and tissue maintenance are balanced alongside immunological regulation. How these functions integrate with cellular signalling is under investigation. Here, we studied the role of the evolutionarily conserved innate immune Toll/NF-κB pathway in *Drosophila* intestinal regeneration. We found that the core components of the canonical Toll pathway were necessary for intestinal stem cell (ISC) mitosis in homeostasis and upon infection. Toll activation was sufficient to push ISCs into mitosis and the enteroblast (EB) fate, but blocked EB differentiation resulting in ISC and EB accumulation. This was mediated by JNK and Akt/TOR signalling. When JNKK, JNK, Akt or TOR activity was reduced in gut progenitors, ISC mitosis was suppressed. Toll activation also triggered suppression of antimicrobial lysozyme and amidase genes, which led to increased gut bacterial density. Our results identify Toll as necessary and sufficient for ISC mitosis. Our model is that the Toll pathway acts as a regulator of the intestinal landscape integrating JNK and Akt signals to achieve gut tissue renewal and control of commensal bacteria density.

## INTRODUCTION

Toll-like receptors (TLRs) are pattern recognition receptors (PRRs) that recognize conserved microbial molecules like lipopolysaccharide (LPS), bacterial DNA, bacterial peptidoglycans, zymosan and beta-glucan from fungi, and single-stranded and double-stranded RNA from viruses (Takeda and Akira, 2015). The function of Toll and TLRs in immunity was first described in *Drosophila* (Lemaitre et al., 1996). In flies, Toll drives systemic immune responses [including secretion of antimicrobial peptides (AMPs)] following fungal infection. This discovery, along with the identification of TLR4 as the LPS receptor in mice (Poltorak et al., 1998), became central in the notion of the evolutionary conservation of Toll-mediated innate immune responses in vertebrates and invertebrates. The *Drosophila* Toll pathway is activated by the proteolytically cleaved form of a cytokine-like ligand, the Nerve Growth Factor homologue Spaetzle (Spz) (Hepburn et al., 2014). This means that, unlike its mammalian counterparts, *Drosophila* Toll does not interact directly with microbial molecules (Gangloff et al., 2003). As such, pathogen recognition in flies occurs upstream of Toll, with the participation of the Peptidoglycan Recognition Protein SA (PGRP-SA) (Michel et al., 2001).

On Spz binding, the activated dimeric Toll receptor binds via its TIR domain to the adaptor protein MyD88. MyD88 recruits another adaptor protein, Tube (orthologue of human IRAK4) and the Pelle kinase (orthologue of human IRAK1) to form a MyD88-Tube-Pelle complex via interaction with their Death Domains (DD). MyD88 and Pelle bind to each other through separate DDs on Tube (Sun et al., 2002, 2004). The complex is then responsible for phosphorylation and eventual degradation of the IκB factor, Cactus (Geisler et al., 1992). Under non-signalling conditions, Cactus is bound to either of the NF-κB factors, Dorsal and/or Dif (Steward, 1987; Manfruelli et al., 1999; Rutschmann et al., 2000). After dissociation from Cactus, Dorsal/Dif is free to undergo nuclear translocation and mediate the expression of a set of target genes to establish dorsal-ventral polarity in the embryo (NF-κB/Dorsal) or regulate host defence during infection (NF-κB/Dif) (Steward, 1987; Manfruelli et al., 1999; Rutschmann et al., 2000).

However, any potential role of Toll/TLRs in the regeneration of the intestinal epithelium is still under investigation. Results from mammalian models are somewhat contrasting. For example, one of the first studies in the field by Rakoff-Nahoum et al., concluded that MyD88-deficient mice had increased intestinal epithelial cell (IEC) proliferation due to TLR signalling disruption. Similar results were later observed in TLR1- and TLR9-deficient mice (Rakoff-Nahoum et al., 2004; Rose et al., 2012). Further, activating TLR4 using LPS supressed ISC proliferation and induced cell death in organoids (Neal et al., 2012; Naito et al., 2017). Conversely, Tlr4^−/−^ organoids were protected from apoptosis induced by LPS exposure. Similar findings were also observed in *in vivo* studies conducted on mono-colonized gnotobiotic mice (Neal et al., 2012; Naito et al., 2017). These results show that on activating TLR signalling, there is reduced cell proliferation and higher apoptosis, thus inhibiting epithelial cycling and renewal. Contradictory evidence indicates increased IEC proliferation in small intestines and colon on TLR4 activation (Sodhi et al., 2012; Santaolalla et al., 2013). Further, TLR4 deficiency has been shown to downregulate proliferating cell nuclear antigen (PCNA), a marker that reflects cell turnover rates in IECs of the small intestine (Sodhi et al., 2012; Santaolalla et al., 2013).

### The *Drosophila* midgut

In this complex background, studying Toll signalling in the *Drosophila* gut seems perhaps an obvious choice. Nevertheless, we know little about the role of Toll in the renewal of the adult intestinal epithelium. This is even more surprising considering the extensive knowledge on the regulation of the fly intestinal epithelium in both homeostatic as well as stress conditions. In *Drosophila*, intestinal stem cells (ISCs) give rise to all other cell-types of the adult gut. The posterior midgut is maintained by ∼1000 ISCs that are scattered amongst 10,000 posterior midgut cells (reviewed by O'Brien and Bilder, 2013; O'Brien, 2022). They express the Notch ligand Delta (Dl) which is generally used to identify the ISC population (Ohlstein and Spradling, 2006). ISCs divide asymmetrically to self-renew and produce transient enteroblasts (EBs) or enteroendocrine progenitors (EEPs), which give rise to enterocytes (ECs) or enteroendocrine cells (EEs), respectively. The differentiating ISCs that express *prospero* (*pros*) form the EEPs and EEs, while the ones that do not express *pros* form the ECs via the transient EB state, with high levels of Notch signalling (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2007; Guo and Ohlstein, 2015). EBs are diploid and express the transcriptional regulator of the Notch pathway, Suppressor of Hairless [Su(H)]. The ISCs, EBs and EEPs form the progenitor cell population, while the ECs and EEs form the terminally differentiated cell types. Progenitor cells express the transcription factor Escargot (Esg), which is used for progenitor cell identification and labelling (Micchelli and Perrimon, 2006). In a manner analogous to the mammalian gut, the subregions of the *Drosophila* gut show variation in ISC cycling rates and expression of markers like Dl (Strand and Micchelli, 2011), justifying the differences in regional physiology with variation in stem cell characteristics. Studies also show that these subregions are also re-established following tissue injury (reviewed by O'Brien and Bilder, 2013).

ISCs exhibit increased turnover and participate actively in tissue regeneration (Micchelli and Perrimon, 2006; Liang et al., 2017). ECs constitute the absorptive cell population and make up 90% of the differentiated gut cells (Biteau and Jasper, 2014). They are involved in metabolism by secretion of digestive compounds, nutrient absorption, transport and immune responses. They are morphologically distinct from other cell populations due to their large polyploid nuclei. ECs express the gene *Myosin31DF* [or *Myosin 1A* (*Myo1A*)], used for identification. EEs comprise less than 10% of cell population of the gut (Biteau and Jasper, 2014; Zeng and Hou, 2015; Chen et al., 2016). They secrete hormones and peptides that control functions like gut motility and inter-organ communication involved in the gut-brain axis to modulate metabolism and behaviour in response to nutrient availability while also providing antimicrobial defence (Guo et al., 2019; reviewed by Guo et al., 2022). Pros is the genetic marker for EEs and *pros* depletion provokes EE de-differentiation back to ISCs (Guo et al., 2024). ECs and EEs thereby orchestrate antimicrobial responses as performed by PCs and goblet cells in mammals (Chen et al., 2016; reviewed by Drucker, 2016). Beyond ECs (Bahuguna et al., 2022), single-cell RNA-sequencing studies have found low expression of Toll in ISCs (Hung et al., 2020) and moderate expression in EEs (Hung et al., 2020; Shin et al., 2022).

We have examined the possible implication of *Drosophila* Toll in intestinal regeneration. We have found that the Toll signalling axis is needed in ISCs for epithelial renewal both in homeostatic conditions and upon infection. Toll activation in adult gut progenitor cells led to ISC mitosis and blockage of EB differentiation. This resulted in intestinal dysplasia with a dramatic increase in total progenitor cell numbers through JNK signalling and Akt/TOR activity. Moreover, Toll activation led to an increase in gut bacterial density through the transcriptional suppression of antimicrobial lysozymes and amidases. We propose that Toll functions as a ‘leash’ to regulate the intestinal landscape in health and disease.

## RESULTS

To avoid developmental effects and assess the role of the Toll pathway only in adult intestinal cells, we used the UAS/GAL4 system (Brand and Perrimon, 1993) combined with the temporal control offered by the use of GAL80^ts^ (Suster et al., 2004). We used *ISC^ts^-GAL4* [*esg*-*GAL4,Su(H)-GAL80,tub-GAL80*^ts^*,UAS-GFP*] (Zhai et al., 2015), *EB^ts^-GAL4* [*Su(H)-GAL4, tub-GAL80^ts^, UAS-Histone-RFP* or *UAS-CD8GFP*] (Zeng et al., 2010), *EC^ts^-GAL4* (*Myo1A-GAL4,tub-GAL80^ts^, UAS-GFP*) (Jiang et al., 2009), *EE^ts^*-*GAL4* (*pros^V1^-GAL4, UAS-GFP*) (Siudeja et al., 2021) and *esg^ts^-GAL4* (*esg-GAL4, tub-GAL80^ts^, UAS-GFP*) (Micchelli and Perrimon, 2006), to drive expression of GAL4 in ISCs, EBs, ECs, EEs and all progenitors (ISCs, EBs and EEPs), respectively. To quantify cells positive for various signals [green fluorescent protein (GFP), fluorescently labelled antibodies] we generated a machine learning sequence based on a generalist cell segmentation algorithm (Stringer et al., 2021, see Materials and Methods).

### Toll is required in ISCs for intestinal mitosis in homeostasis and upon pathogenic infection

To explore the potential role of the Toll pathway (simplified schematic in Fig. 1A) in the adult intestine, we expressed RNAi lines targeting genes encoding the core components of the pathway like the receptor Toll, and the downstream transcription factors Dorsal and Dif in intestinal progenitors (ISCs/EBs/EEPs) and in mature ECs and EEs using *esg^ts^-GAL4*, *EC^ts^-GAL4* and *EE-GAL4*, respectively. Then, we measured the midgut mitotic index of sucrose-fed uninfected flies and flies orally infected with the Gram-negative bacterium *Pseudomonas aeruginosa* (strain PA14). Oral *P. aeruginosa* infection is lethal and induces a significant increase in intestinal mitosis compared to sucrose-fed controls (Apidianakis and Rahme, 2009). We stained midguts with the anti-phospho-Histone H3 (pH3) antibody, quantified the mitotic pH3^+^ intestinal cells and confirmed that *P. aeruginosa* infection increased progenitor cell mitosis by ∼10-fold compared to sucrose feeding, compared to the control genotype tested (Fig. 1B). However, when components of the Toll pathway, including *Toll* (also known as *Toll-1*), *dorsal* and *Dif* were depleted by RNAi from intestinal progenitors of 10-day-old flies, mitosis following sucrose treatment as well as infection was significantly reduced (Fig. 1B). In contrast, silencing Toll pathway components in mature ECs (Fig. 1C) or EEs (Fig. 1D) had no significant impact on intestinal mitosis (with the exception of dorsal silencing in EEs that exhibited somewhat reduced mitosis upon infection). Therefore, under homeostatic and regenerative conditions, the Toll pathway is necessary for mitosis in intestinal progenitors, but not mature ECs and EEs.

**Fig. 1.**
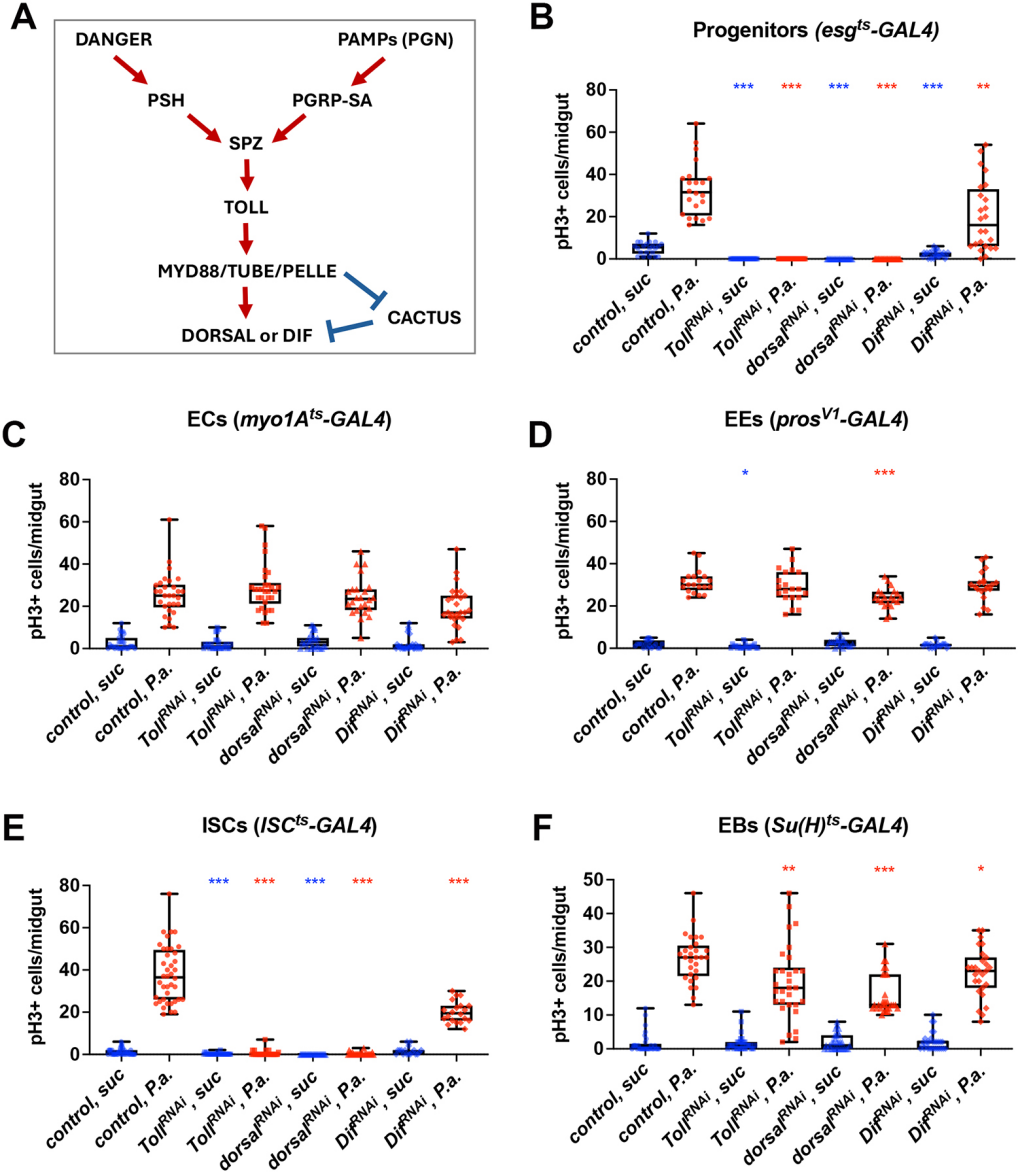
**The Toll pathway is required in intestinal progenitors for midgut mitosis following infection.** (A) Toll pathway simplified: danger (e.g. pathogen proteases) or pathogen associated molecular patterns [PAMPs, e.g. peptidoglycan (PGN)] activate the PSH protease or the Peptidoglycan Receptor Protein-SA (PGRP-SA) and, through a protease cascade, cleave and activate SPZ, the Toll ligand. A receptor adaptor complex (Myd88/Tube/Pelle) targets the IκB homologue (Cactus) for degradation and thus enables the NF-κB homologue Dif or Dorsal to enter the nucleus and regulate target genes. (B-F) Quantification of the mitotic index of adult midguts upon tissue-specific silencing of *Toll*, *dorsal*, *Dif* and *spz* in uninfected (suc, blue) conditions and upon pathogenic infection with *P. aeruginosa* PA14 (P.a., red) in progenitors using *esg^ts^-Gal4* (B), in ECs using *Myo1a^ts^-Gal4* (C), in EEs using *pros^V1^-Gal4* (D), in ISCs using *ISC^ts^-Gal4* (E) and in EBs using *Su(H)^ts^-Gal4* (F). The graphs correspond to sums of three experiments (*n*≥30). Unpaired Student's *t*-test was used for pairwise comparisons between control and silenced genotypes in uninfected and *P.a*.-infected conditions (*P<0.05, **P<0.01, ***P<0.001). Box plots show values of individual flies (dots) with the middle line being the mean and the box indicating the first and third interquartile range. Whiskers show the whole range of values.

To assess whether Toll is necessary in ISCs or EBs (both of which express *esg* and contribute to the gut progenitor population), we quantified mitosis after silencing the core components of the pathway namely, *Toll*, *dorsal* and *Dif* specifically in adult ISCs and EBs using the *ISC^ts^-GAL4* and *EB^ts^-GAL4*, respectively (Fig. 1E,F). We found that silencing Toll signalling components in ISCs (Fig. 1E) phenocopies the reduction in mitosis observed with *esg^ts^-GAL4* in both homeostatic and regenerative conditions. Furthermore, Toll pathway component silencing in EBs significantly reduces mitosis in infected but not uninfected midguts (Fig. 1F). Overall, our data show that the Toll pathway is absolutely required for mitosis specifically in ISCs under homeostatic and regenerative conditions, while having a role in EB mitosis only upon infection.

To further address the role of Toll pathway in ISCs during homeostatic conditions, we silenced additional components of the pathway in ISCs without any treatments, and we measured the mitotic index as well as the ISC numbers in the gut of 10-day-old flies. *ISC^ts^-GAL4-*driven RNAi targeting Toll, its ligand Spz, the upstream receptor PGRP-SA and the NF-κB homologue and downstream transcription factor Dif, led to significant reduction in mitosis as well as ISC numbers (GFP^+^ cells) compared to controls (Fig. S1A tissue images and Fig. S1B,C quantification). Conversely, to assess whether the Toll pathway is sufficient for mitosis, we overexpressed *UAS-Toll^10b^* and *UAS-Dif* specifically in ISCs. *Toll^10b^* is a constitutively active form of the Toll receptor that encompasses an amino acid replacement (C781Y) on the external surface of the extracellular part of the protein near the start of the transmembrane domain (Anderson et al., 1985; Schneider et al., 1991). We found that constitutive activation of the pathway in ISCs increased the number of mitotic (pH3^+^) cells and ISCs (GFP^+^) (Fig. S1A tissue images and Fig. S1B,C quantification for pH3^+^ and GFP^+^, respectively).

The requirement for Toll and NF-κB/Dif in intestinal mitosis was also indicated when using a stress agent, namely the detergent dextran sulphate sodium (DSS). DSS damages the intestinal epithelium and initiates ISC proliferation and regeneration (Jiang et al., 2011). As expected, DSS treatment induced intestinal mitosis in the *esg^ts^-GAL4* genetic background (Fig. S1D). However, depletion by RNAi of Toll or NF-κB/Dif in intestinal progenitors (*esg^ts^-GAL4*) resulted in a significant reduction of pH3^+^ cells compared to the control DSS treatment (Fig. S1D). Moreover, expression of Toll and Spz also localized in progenitor cells, as visualized by using a GFP insertion (MiMIC line; see Materials and Methods) into their native locus (Fig. S1E). This was also the case with GFP insertion of *cactus*, *Dif* and *Dorsal* (Fig. S1E). Taken together, the above experiments show that, following infection, stress damage as well as homeostatic conditions, the classical Toll pathway is necessary and sufficient to control intestinal mitosis and ISC numbers in adult *Drosophila*.

Since we found Toll important for maintenance of adult ISC numbers as indicated above, we tested whether loss of Toll in intestinal progenitors had an impact on host survival. As expected, silencing Toll in the fat body of female flies (*yolk-GAL4*) made them significantly more susceptible to *Staphylococcus aureus* systemic infection (injection) compared to controls (*P*<0.0001, LT_50_ 36 h for Toll-RNAi versus 48 h for controls; Fig. S2A). *S. aureus* oral infection increased the survival time scale of the host from hours to days, showing that the gut was an important barrier. However, there was still a significant difference between Toll silenced in progenitor cell versus controls, indicating the significance of Toll in intestinal progenitors following *S. aureus* infection (*P*<0.0001, LT_50_ 15.7 days for Toll-RNAi versus 23.3 days for controls; Fig. S2B). Indeed, *S. aureus* triggered Toll-dependent progenitor expansion (Fig. S2C,D). Toll overactivity in intestinal progenitor cells (no infection) also significantly curtailed lifespan (*P*<0.0001, LT_50_ 37 days for Toll-RNAi versus 45 days for controls; Fig. S2B). These results indicate that Toll is important for host survival following infection in progenitor cells but its constitutive activity without infection also reduced host survival.

### Multiple tissue sources of Spz influence mitosis at the intestinal interphase

Spz, the ligand of Toll, is a secreted molecule and therefore it is possible that its source tissue may not be limited to the ISCs or the gut. To assess the source of the Toll ligand, we silenced *spz* specifically in intestinal cells, such as all progenitor cells, ISCs, EBs, ECs, EEs as well as in the trachea, which oxygenates and communicates with the gut to control intestinal mitosis (Tamamouna et al., 2021; Perochon et al., 2021) and the fat body, which is a key tissue involved in systemic anti-microbial response and secretory functions (Yu et al., 2022). We used two independent and effective RNAi lines targeting *spz* (see Materials and Methods) to silence the gene in different cell populations (Fig. S3). As expected, infection with *P. aeruginosa* activated intestinal mitosis in control flies (Fig. 2A-G). However, when *spz* was silenced, intestinal mitosis was reduced. Specifically, we found that, following infection, both lines were able to significantly reduce the number of pH3^+^ cells in progenitor cells (Fig. 2A), ISCs (Fig. 2B), EBs (Fig. 2C) and ECs (Fig. 2D), but not in EEs (Fig. 2E). Beyond the gut, silencing *spz* in the trachea (Fig. 2F) and the fat body (Fig. 2G), both *spz-*RNAi lines significantly reduced the amount of pH3^+^ cells in the gut. In contrast, when flies were given sucrose, silencing *spz* in progenitors (Fig. 2A, both lines), ISCs (Fig. 2B, one line) and ECs (Fig. 2D, one line) was able to reduce pH3^+^ cell numbers, but not in the trachea (Fig. 2F) or the fat body (Fig. 2G). Taken together, these results suggest that, following infection, multiple sources of Spz contribute to regulate mitosis in the intestinal interphase but under homeostatic conditions (sucrose) only cells in the gut are important for sourcing the Toll ligand.

**Fig. 2.**
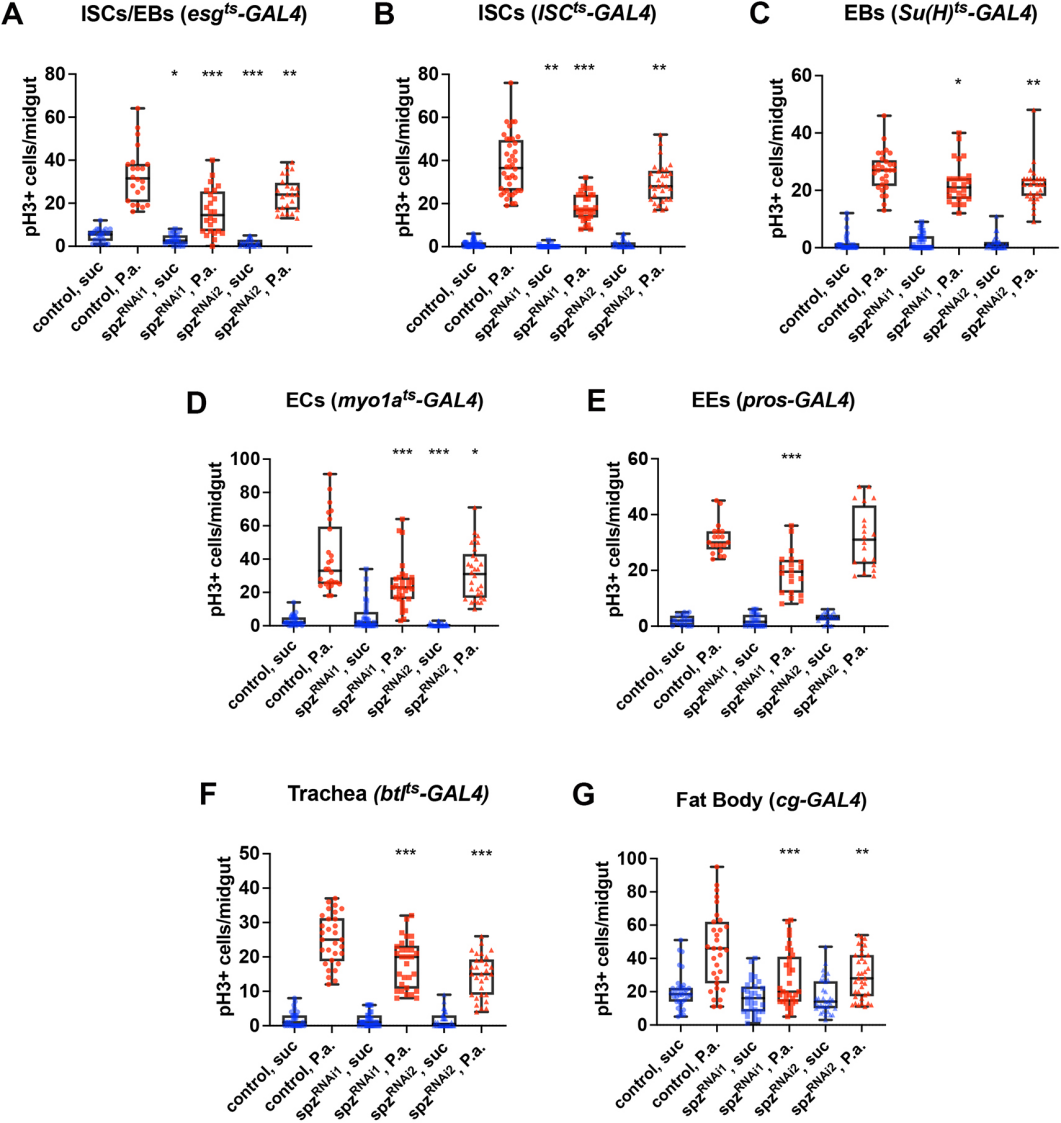
**The Toll ligand Spz is required in various midgut cell types and systemically for midgut mitosis.** (A-G) Quantification of the mitotic index of adult midguts in uninfected (suc, blue) and in *P. aeruginosa-*infected conditions (P.a., red) upon tissue-specific *spz* silencing in the intestinal progenitors (*esg^ts^-Gal4*; A), the ISCs (*ISC^ts^-Gal4*; B), the EBs [*Su(H)^ts^-Gal4*; C], the ECs (*myo1A^ts^-Gal4*; D), the EEs (*pros^V1^-Gal4*, E); the trachea (*btl^ts^-Gal4*; F) and the fat body (*cg-Gal4*; G) using two independent RNAi lines (spz^RNAi1^ and spz^RNAi2^). The graphs correspond to sums of at least two experiments (*n*≥20). Unpaired Student's *t*-test was used for comparisons between control and silenced genotypes in uninfected and *P.a*.-infected conditions (*P<0.05, **P<0.01, ***P<0.001). Box plots show values of individual flies (dots) with the middle line being the mean and the box indicating the first and third interquartile range. Whiskers show the whole range of values.

### Constitutive Toll activation increases ISC mitosis while blocking EB differentiation

Our previous results established that *Toll^10b^* overexpression in ISCs was sufficient to induce mitosis in homeostatic conditions, a phenotype reminiscent of regeneration upon pathogenic infection. Using *esg^ts^-GAL4*, we expressed *Toll^10b^* in progenitor cells and quantified the midgut mitotic index as well as the numbers of different intestinal cells in *esg^ts^-GAL4 UAS-Toll^10b^* compared to *esg^ts^-GAL4* crossed to the *w^1118^* genetic background as controls. Progenitor cells were labelled with green fluorescence through a *UAS-GFP* transgene. On Toll activation, we observed an expansion in the number of GFP^+^ cells in 10-day-old guts (Fig. 3A). This was accompanied by a significant increase in pH3^+^ cells (Fig. 3B).

**Fig. 3.**
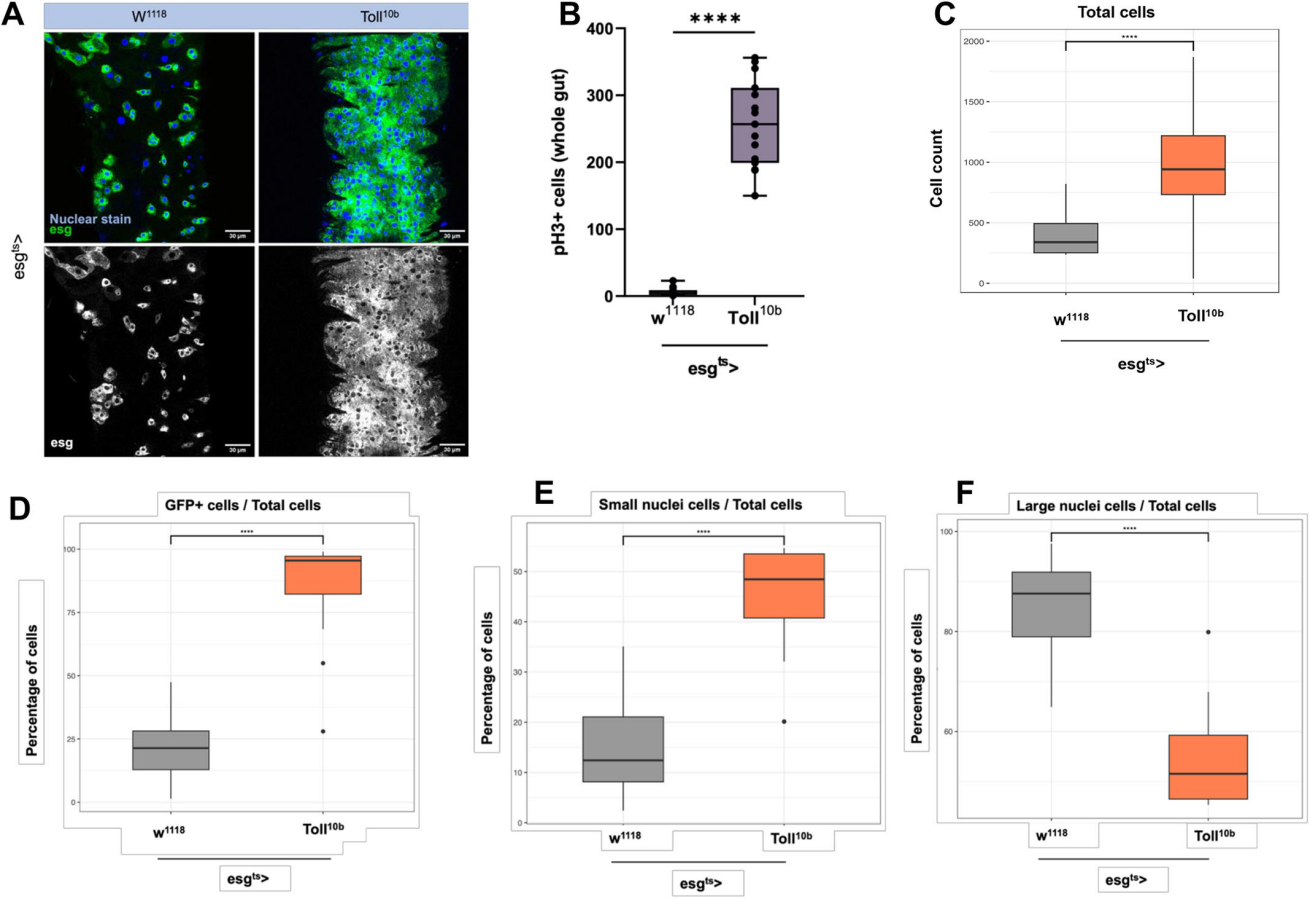
**Activation of Toll signalling in progenitor cells increases intestinal mitosis.** (A) A single frame from 2 μm thick *z*-stacks obtained from the R4 region of 10-day-old midguts using confocal imaging. ISCs and EBs are green (GFP^+^), and nuclei are blue. Scale bars: 30 μm. (B) pH3^+^ counts from whole guts of 10-day-old flies. (C) Total number of cells. (D) Proportion of GFP^+^ cells. (E) Proportion of small nuclei. (F) Proportion of large nuclei. Genotypes in all panels are control (*esg^ts^* crossed with *w^1118^* and *esg^ts^* crossed with *Toll^10b^*). Percentages were statistically compared using unpaired Student's *t*-test (****P<0.0001). Box plots show values of individual flies (dots) with the middle line being the mean and the box indicating the first and third interquartile range. Whiskers show the whole range of values. Images shown in A are the same as in Fig. 5A, as experiments in Figs 3 and 5 were carried out in parallel using the same controls.

Using quantitative image analysis (see Materials and Methods), we measured the proportions of different cells according to number, size and presence or absence of GFP comparing *Toll^10b^* guts to controls. We observed that: (1) There was a massive expansion in the total cell population, resulting in significantly higher cell number per frame compared to control (Fig. 3C); (2) The proportion of GFP^+^ cells increased, with more than 90% of the cells in the R4 region being GFP^+^ (Fig. 3D); (3) The proportion of small nuclei cells increased (Fig. 3E); (4) The proportion of large nuclei cells decreased (Fig. 3F).

These measurements indicate that the massive increase in the total number of cells in *Toll^10b^* flies may be explained by both an increase in the rate of ISC proliferation and/or by blocked EB differentiation (and thus accumulation of GFP^+^ cells). The latter conclusion was supported further by the decrease in the proportion of large nuclei cells (ECs) and the increase in the proportion of cells with small nuclei (ISCs/EBs/EEs).

To assess whether the observed mitosis is restricted to ISCs, we used the ISC-only *Dl-lacZ* reporter (Ohlstein and Spradling, 2007). We expressed *Toll^10b^* via *esg^ts^-GAL4; Dl-lacZ* and followed ISCs with anti-β-galactosidase (*lacZ*) staining. Constitutive activation of Toll increased the number of *Dl-lacZ*^+^ cells indicating ISC expansion (Fig. 4A). Co-localization of Dl expression and the pH3^+^ signal would indicate that mitosis induction under active Toll signalling only involved ISCs and instead of intestinal mitosis we would be able to specify the increase in pH3^+^ cells as ISC mitosis. Indeed, all pH3^+^ cells were also *Dl-lacZ*^+^ therefore identifying ISC mitosis as one reason for the significant increase of progenitor (GFP^+^) cells (Fig. 3A). Moreover, expressing *Toll^10b^* only in ISCs, using the *Dl^ts^-GAL4*, resulted in significantly increased pH3^+^ counts (Fig. 4B). In contrast, the number of pH3^+^ cells when *Toll^10b^* was expressed only in EBs was statistically indistinguishable from controls (Fig. 4C), while EBs [marked by activation of *Su(H)*] increased (Fig. 4D). This meant that activation of Toll triggered mitosis in ISCs but not in EBs. Nevertheless, the fact that EB-only expression of *Toll^10b^* increased EB numbers without mitosis (Fig. 4D), indicated accumulation of EBs because their differentiation to ECs was blocked.

**Fig. 4.**
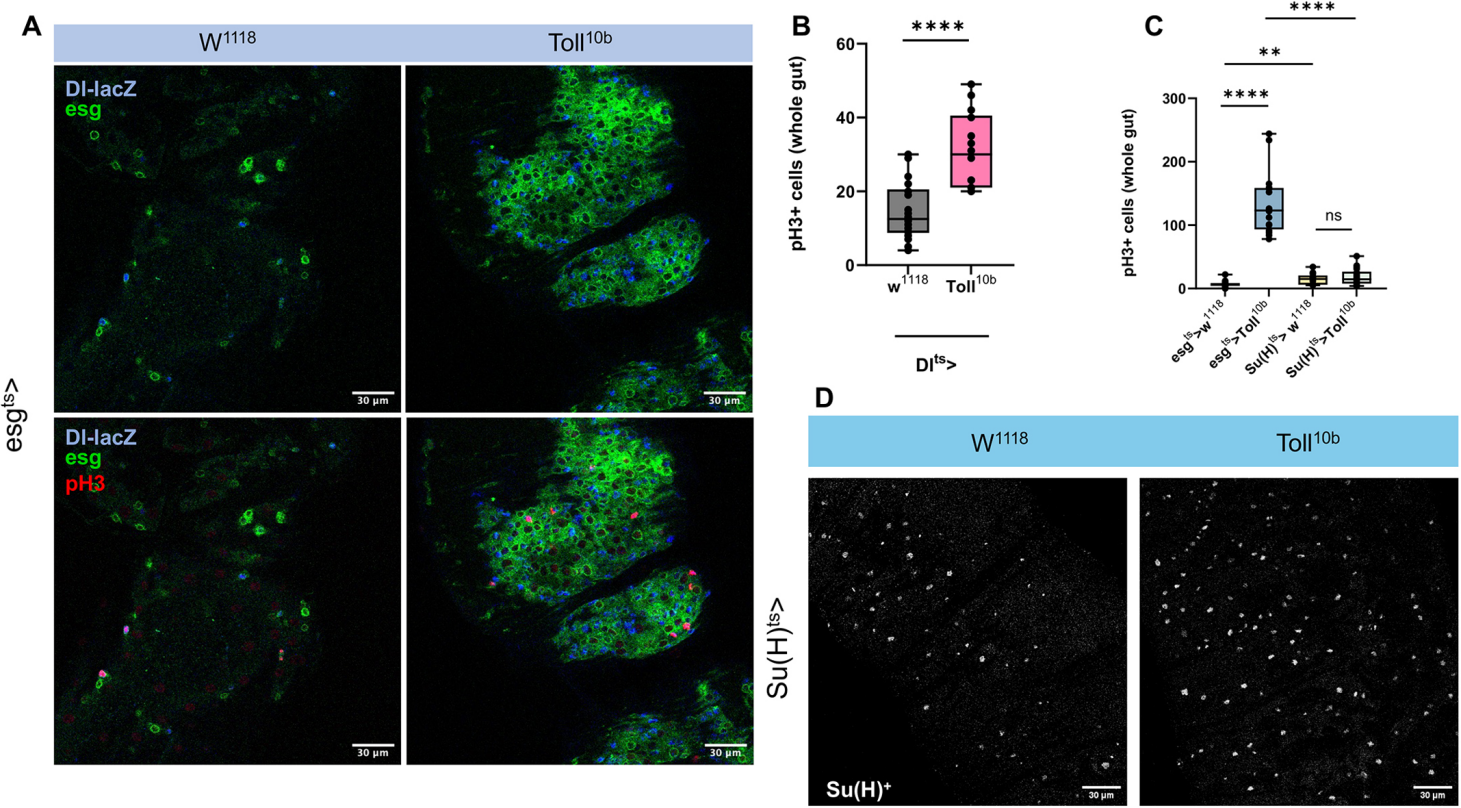
**Toll activates ISC mitosis and blocks EB differentiation.** (A) Expression of *Toll^10b^* in progenitor cells increased ISC numbers (*Dl-lacZ*, blue). All mitotic cells (pH3^+^) coincided with *Dl-lacZ*. (B) Activation of Toll in ISCs significantly increased pH3^+^ cells (*n*=20). (C) Activation of Toll in EBs did not increase pH3^+^ cells (*n*=15). (D) Activation of Toll in EBs did increase Su(H)^+^ cells. All experiments performed with three independent biological repeats. *P*-values were extracted via Mann-Witney test (**P<0.01, ****P<0.0001). Box plots show values of individual flies (dots) with the middle line being the mean and the box indicating the first and third interquartile range. Whiskers show the whole range of values. Scale bars: 30 μm.

**Fig. 5.**
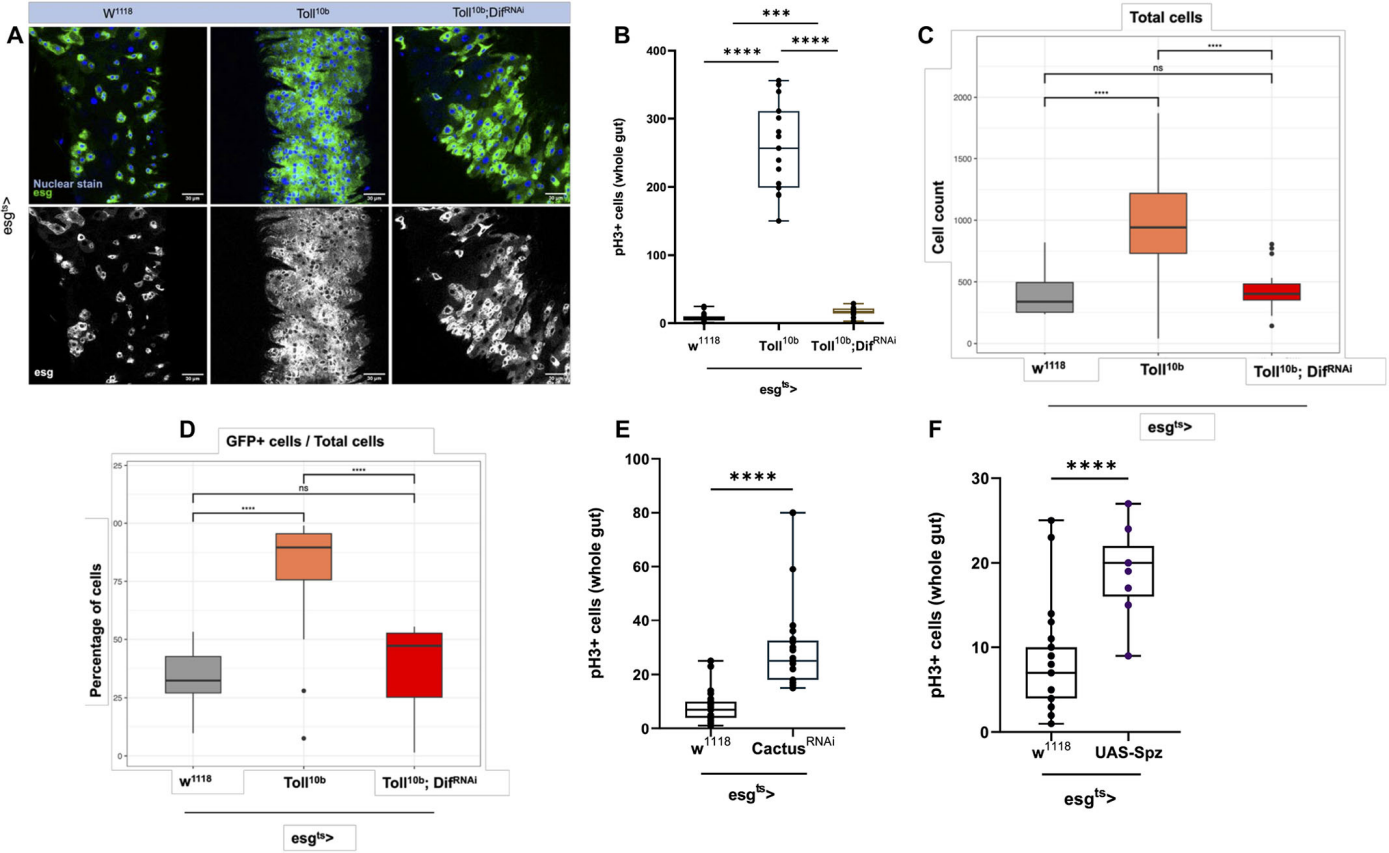
**The canonical Toll pathway mediates effects of Toll^10b^ in the intestinal epithelium.** (A-D) Concomitant *Dif*-RNAi in the context of Toll^10b^ significantly reduced progenitor cells (A), intestinal mitosis (pH3^+^ cells) (B), total number of cells (C) and the proportion of GFP^+^ cells in relation to the total number of cells (D). (E) Knockdown of *cactus* activated the pathway leading to an increase in intestinal mitosis (pH3^+^ cells). (F) Overexpression of an activated form of the Toll ligand Spz also increased intestinal mitosis (pH3^+^ cells). Statistical comparisons were performed using one-way ANOVA (ns, not significant; ***P<0.001, ****P<0.0001). Box plots show values of individual flies (dots) with the middle line being the mean and the box indicating the first and third interquartile range. Whiskers show the whole range of values. Both negative (*w^1118^*) and positive (*Toll^10b^*) controls in A are the same as in Fig. 3A, as experiments in Figs 3 and 5 were carried out in parallel using the same controls.

Compared to control, *Toll^10b^* expression in progenitor cells slightly increased the absolute number of EEs as measured by quantifying the Pros^+^ cells (Fig. S4A). However, the ratio of Pros^+^/total cells was decreased (Fig. S4B), while the ratio of GFP^+^ and Pros^+^/Pros^+^ cells was increased (Fig. S4C). This indicated either mis-differentiation of EEs or blocking EEPs from differentiating to EEs (hence the accumulation of cells, both GFP^+^ and Pros^+^, compared to just Pros^+^ cells).

Taken together, the data confirm that the massive expansion of GFP^+^ cells in the intestinal epithelium following sustained Toll signalling in progenitors involves two major phenomena: (1) induction of ISC mitosis and (2) the blockage of EBs in their path to ECs. Both of these processes result in the accumulation of GFP^+^ cells. In addition, some of the GFP^+^ cells represent blocked EEPs or mis-differentiated EEs.

### The canonical Toll pathway mediates effects of Toll^10b^ activity in progenitor cells

To ascertain whether signalling components of the canonical Toll pathway mediated the effects described above we activated Toll (*Toll^10b^*) in conditions of *Dif* depletion via RNAi. This resulted in a significant reduction of progenitor (Fig. 5A) and pH3^+^ cells (Fig. 5B). This reflected suppression of total cell numbers (Fig. 5C) as well as the proportion of GFP^+^ cells in relation to total cells (Fig. 5D). Conversely, *cactus* RNAi in progenitor cells significantly increased the numbers of pH3^+^ cells (Fig. 5E), while expression of an active form of the ligand Spz also triggered a pH3^+^ increase (Fig. 5F). These results show that the canonical Toll pathway is involved in regulating proliferation of the intestinal epithelium, with Spz acting as a mitogen.

### Global transcriptional changes in guts with constitutive Toll activity

We next explored the global intestinal transcriptional network in which Toll signalling integrates in progenitor cell transcription. We isolated 20-day-old guts and performed bulk transcriptomics (RNA-seq) to explore the gene expression landscape in 20-day-old guts of *esg^ts^-GAL4* (crossed to *w^1118^*), *esg^ts^-GAL4/UAS-Toll^10b^* and *esg^ts^-GAL4/UAS-Toll^10b^; UAS-bsk^DN^* flies. 

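Whole guts of 20-day-old flies, reared at 18 °C and kept at 29 °C as adults, were sequenced in 3 libraries for each of the 3 genotypes. The deposited labels and the legend of Fig. S5 call them esg (the control), Toll (here Toll10b, the constitutively active form of Toll) and Toll_Bsk (Toll10b with the dominant negative JNK, bskDN). For each gene the authors deposited expected counts, that is, estimated numbers of reads per gene, beside FPKM, TPM and a normalized signal. The aligner, the counting tool and the genome build are not given in the sources used here. Between 2734251 and 12720890 reads per library were counted on genes, with medians of 7824993 in control, 11978820 in Toll10b and 7509994 in Toll_Bsk. Expected counts were rounded to whole numbers, scaled by the TMM method and tested with edgeR's quasi-likelihood F-test (two-sided) in the libraries of the genotypes compared. A gene was called a DEG at a Benjamini-Hochberg adjusted p of 0.05 or less, without a minimum fold change. Toll_Bsk replicate 1 was left out, as in the study, where the principal component analysis marked it as an outlier, and values with all 3 Toll_Bsk libraries are given second. Genes were matched to the reference gene table (GCF_000001215.4 Release 6 plus ISO1 MT) by their identifiers, and 11336 genes were found there. Expression is given as CPM (counts scaled to the TMM-normalized library totals), as mean ± SD. Intervals and limits from counts of 0 cover counting error only, since reads are not independent molecules. The transcripts of both transgenes were counted under the genes *Tl* (gene ID 43222) and *bsk* (gene ID 44801), which were read first as a check of the labels. *Tl* was at 0.566 ± 0.588 CPM in control (n = 3), 86.0 ± 17.2 CPM in Toll10b (n = 3) and 80.0 ± 7.69 CPM in Toll_Bsk replicates 2 and 3 (n = 2), or 88.2 ± 15.2 CPM in all 3 Toll_Bsk libraries. *bsk* was at 67.0 ± 6.32 CPM in control, 78.2 ± 2.58 CPM in Toll10b and 380 ± 151 CPM in Toll_Bsk, or 460 ± 175 CPM in all 3. The higher *bsk* in Toll_Bsk than in control had a log2 fold change of 2.48 (SE 0.35, adjusted p = 0.0788) over the study's libraries and of 2.80 (adjusted p = 0.0197) over all 3. Over the 22 alternative ways to process the counts this adjusted p lay between 1.73e-11 and 0.342, and without Toll_Bsk replicate 3 it was 0.0452. Every Toll_Bsk library lay above every control and every Toll10b library for *bsk*, and every library with a Toll10b transgene lay above every control for *Tl*.

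**Figure D1:**
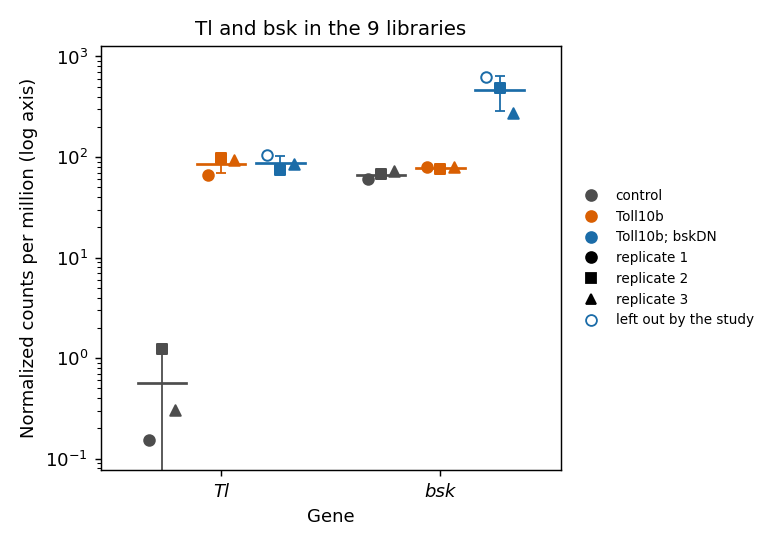
Normalized counts (CPM) of *Tl* and *bsk* on a log axis in the 3 control, the 3 Toll10b and the 3 Toll10b; bskDN (Toll_Bsk) libraries. Points are libraries, with the library left out by the study in white, and the bar and its error are the mean and SD over all 3 libraries, which for *bsk* are 67.0, 78.2 and 460 CPM in that order.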

Bsk^DN^ is a dominant negative form of JNK, a pathway implicated in ISC mitosis (Biteau et al., 2008). 

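On the deposited FPKM, as log2(FPKM + 1) of the 8231 genes with a mean of at least 0.5 FPKM, the mean Euclidean distance between a control and a Toll10b library was 85.4. Libraries of the same genotype were 52.7 apart on average, and the ratio of the 2 distances was 1.62. No other of the 10 splits of these 6 libraries gave so large a ratio (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The ratio moved most without control replicate 2, to 1.83. In a principal component analysis of all 9 libraries on gene-centred values of 8242 genes, the first component held 51.4% of the variance and the second 13.1%. On the first component the controls lay between -36.2 and -19.3 and the Toll10b libraries between 33.6 and 44.5. The Toll_Bsk libraries lay at 1.38 (replicate 1), 23.6 (replicate 2) and -57.4 (replicate 3), so that their spread on this component was wider than that of either other genotype. The mean distance of Toll_Bsk replicate 2 was 79.7 to the controls and 55.8 to the Toll10b libraries, and that of replicate 3 was 69.3 and 107.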

Principal component analysis identified the transcriptomes of *esg^ts^-GAL4* control and *esg^ts^-GAL4/UAS-Toll^10b^* guts as significantly distinct, while *esg^ts^-GAL4* controls and *esg^ts^-GAL4/UAS-Toll^10B^; UAS-bsk^DN^* displayed some shared characteristics (Fig. S5A). This was also evident in comparisons of differentially expressed genes (DEGs) >log2< when comparing *esg^ts^-GAL4* controls and *esg^ts^-GAL4/UAS-Toll^10b^* (Fig. S5B) and *esg^ts^-GAL4* control versus *esg^ts^-GAL4/UAS-Toll^10b^; UAS-bsk^DN^* (Fig. S5C). This suggests that, at least in part, Toll-mediated transcription is potentially facilitated by the JNK pathway. 

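Between Toll10b and control, 7989 genes passed edgeR's filter on low counts (filterByExpr) and 800 of them were DEGs, 424 higher and 376 lower in Toll10b. Unadjusted, 2131 genes had a p under 0.05. The 3 Toll10b and the 3 control libraries did not overlap for 2474 genes, or 31%, where chance gives 10%, and 799 of the DEGs were among them. The biological coefficient of variation was 0.27. Of the settings tried, the limma trend test on log2(FPKM + 0.1) moved the count of DEGs most upwards, to 1648 (1420 higher and 228 lower), while a fit of the 3 genotypes together, and a stricter adjusted p of 0.01, each moved it most downwards, to 161. The count was 292 without control replicate 3, 245 without Toll10b replicate 1 and 394 without Toll10b replicate 2. Between Toll_Bsk (replicates 2 and 3) and control, 8 of 7821 genes tested were DEGs and 456 had an unadjusted p under 0.05. The 2 groups did not overlap for 1482 genes, or 18.9%, where chance gives 20% for 2 libraries against 3. *CG1304*, *Tl*, *mam* and *CG4835* were higher in Toll_Bsk. *mam* had a log2 fold change of 4.22 (adjusted p = 0.0137). *CG1304* rests on 1 read in the controls, a ratio of 5669 with a 95% counting interval of 1017 to 223917, and *CG4835* on 3 reads, a ratio of 59.0 (20.2 to 286). The first ratio was 2853 without Toll_Bsk replicate 3 and the second 37.8 without Toll_Bsk replicate 2. *Unc-115b*, *CG7900*, *Culd* and *CG9344* were lower. *Unc-115b* and *CG7900* had no read in Toll_Bsk replicates 2 and 3 and were at least 944-fold and at least 55.0-fold lower, against 3 reads over the group. *Culd* had a log2 fold change of -3.84 and *CG9344* of -3.85 (both with an adjusted p of 0.0368). With all 3 Toll_Bsk libraries there were 33 DEGs, 16 higher and 17 lower. With Toll_Bsk replicates 1 and 2, a setting added after the values were seen, there were 291. The small count thus depends on which Toll_Bsk libraries are taken. No gene was called by edgeR without control replicate 1 (743 at an unadjusted p under 0.05) or without control replicate 3 (248 at that p), 2 were called without control replicate 2 and 14 without Toll_Bsk replicate 3. DESeq2 called 76 genes in this comparison with all of the study's libraries, and limma with array weights 5. Counts were simulated with 200 genes changed by a log2 fold change of at least 2 in size. With the depth and spread of the first comparison edgeR recovered 99% of them with 6 false calls. On counts simulated after the second comparison it recovered 83.5% with 18 false calls. Of the genes changed by a log2 fold change of 2 it recovered 98% and 68%. Smaller changes were not simulated, so these shares do not hold for them.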

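Between Toll_Bsk (replicates 2 and 3) and Toll10b, 5 of 7980 genes tested were DEGs by edgeR, and 1280 had an unadjusted p under 0.05. The libraries did not overlap for 3019 genes, or 37.8%, against the same chance share of 20%. *CG32641* was higher in Toll_Bsk, with a log2 fold change of 2.25 (SE 0.19, adjusted p = 0.0325). *CG6912* was lower, with a log2 fold change of -5.15 (SE 0.36, adjusted p = 0.0314). *Unc-115b*, *CG7900* and *p24-2* had no read in these 2 Toll_Bsk libraries and were at least 653-fold, 56.7-fold and 74.7-fold lower than in Toll10b. Without any one of the Toll10b replicates 1, 2 and 3 no gene was called, with 632, 722 and 1060 genes at an unadjusted p under 0.05. Without Toll_Bsk replicate 2, which leaves replicate 3 as the only library of its genotype, 1235 genes were called, and without replicate 3 there were 19. With all 3 Toll_Bsk libraries 19 genes were called, 11 higher and 8 lower, and DESeq2 called 370 on the study's libraries. Of the 800 DEGs between Toll10b and control, 776 were tested here, and 713 of these changed in the opposite direction, from Toll10b towards the control. Of the 329 that also had an unadjusted p under 0.05 here, 319 did so. Both comparisons use the same Toll10b libraries, which alone turns some signs: 91.9% of the DEGs had opposite signs, against a mean of 60.2% in 20 simulations in which Toll_Bsk had the means of Toll10b. These simulations called a mean of 1811 DEGs between Toll10b and control, against 800 in the data, so 60.2% is only a rough baseline. For each library, the share of the Toll10b change was computed over the 800 DEGs as the slope of its log2(CPM + 0.5), less the control mean, on the difference between the Toll10b and control means, so that the control mean is 0% and the Toll10b mean 100%. It was 59.5% in Toll_Bsk replicate 1, 66.0% in replicate 2 and 1.12% in replicate 3. The median share over the genes that rise in Toll10b was 94.1%, 87% and 0.298% in these libraries, and over those that fall it was 46.0%, 66.3% and -23.0%. Control libraries lay between -5.42% and 10.8% and Toll10b libraries between 87.2% and 108%. With DEGs and means taken without the library in question, the controls lay between 2.58% and 31.7% and the Toll10b libraries between 73.3% and 107%. The difference between Toll_Bsk replicates 2 and 3 was thus larger than the spread among the replicates of either other genotype. From the separation of the genotypes and the comparisons of DEGs (Fig. S5A-C), the paper proposes that the JNK pathway potentially facilitates a part of the transcription driven by Toll.

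**Figure D2:**
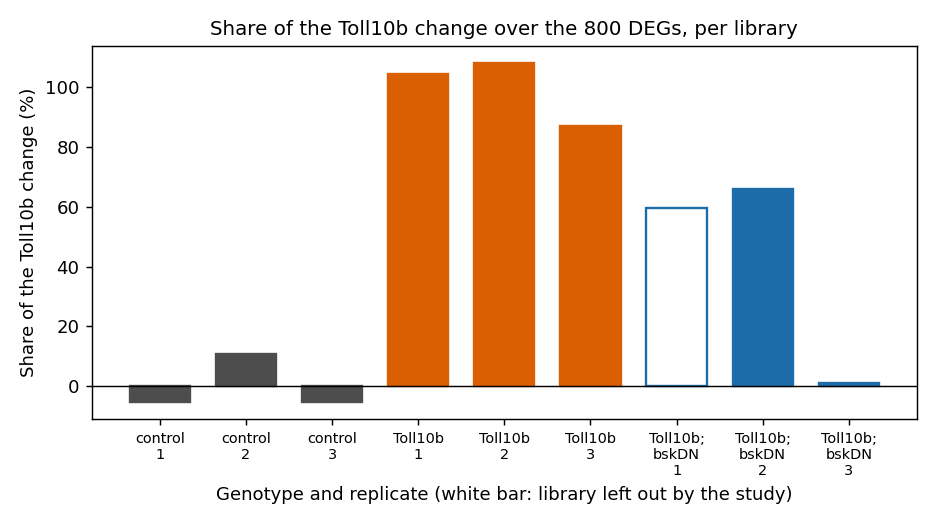
Share of the Toll10b change (%) over the 800 DEGs in each library, with bars from 0 (the control mean) for the 3 replicates of each genotype. The Toll10b; bskDN (Toll_Bsk) libraries stand at 59.5% (replicate 1, white, left out by the study), 66.0% and 1.12%.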

We identified 800 DEGs as unique between control and *Toll^10b^* flies and 225 as common between *Toll^10b^* and *Toll^10b^; bsk^DN^* (Fig. S5D) belonging to a variety of Gene Ontology (GO) categories (Fig. S5E) and cellular pathways as identified by KEGG analysis (Fig. S5F). 

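Of the 800 DEGs between Toll10b and control, 794 were called in that comparison alone. The other 6 (*CG1304*, *Tl*, *mam*, *CG4835*, *Culd* and *CG9344*) were also called between Toll_Bsk and control. None was called by edgeR between Toll_Bsk and Toll10b, and 2 genes, *Unc-115b* and *CG7900*, were shared by the 2 comparisons with Toll_Bsk. By DESeq2 on the same libraries, 931 genes were called between Toll10b and control alone and 219 were shared by that comparison and Toll_Bsk against Toll10b only. Without Toll_Bsk replicate 2 edgeR shared 430 genes in this way and left 364 to the first comparison alone, and without Toll_Bsk replicate 3 it shared 6. One gene was shared without control replicate 2. The part called in the first comparison alone was 292 genes without control replicate 3, 240 without Toll10b replicate 1, 389 without Toll10b replicate 2 and 529 without Toll10b replicate 3. GO and KEGG enrichment was not analysed here.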

The top 20 DEGs in the comparison between *Toll^10b^* and control are shown in Table S1. 

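All 40 genes of Table S1 changed in the direction the table gives, and all 40 were DEGs by edgeR and by DESeq2. They were also 40 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same libraries. Their rises ran from a log2 fold change of 1.92 (*Akt1*) to 10.96 (*CG1304*, with 1 read in the controls), and their falls from -1.82 (*Jon99Ci*) to -6.65 (*Jon65Aii*). Ranked by log2 fold change among all DEGs, 2 of the 20 listed rises were among the 20 largest rises, and 7 of the 20 listed falls were among the 20 largest falls. A fit of the 3 genotypes together moved the count most, to 30. *ADPS* lost its call without control replicate 1 (adjusted p = 0.0610) and without control replicate 3 (adjusted p = 0.0766), and *Jon99Ci* lost it without control replicate 3 (adjusted p = 0.0583) and without Toll10b replicate 2 (adjusted p = 0.0535). Over all settings the adjusted p of *ADPS* lay between 1.24e-09 and 0.187 and that of *Jon99Ci* between 4.83e-06 and 0.163.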

For the entirety of the results organized in functional categories see Tables S2-S10.

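Tables S2 to S10 list 219 different genes, of which 212 passed the filter on low counts in the comparison of Toll10b with control. Of these, 100 were higher and 112 lower in Toll10b, and 145 were DEGs. This count ran from 49 (without Toll10b replicate 1) to 154 (without control replicate 2) with single libraries left out. When adjusted over the list alone all 212 were called, which is not independent evidence, because the study chose the genes on these libraries. DESeq2, which tests without this filter, called 216 of the 219. The tables hold *Akt1* and *Pi3K21B* in 6 of the 9 tables each, *p38c* in 5, *drk* in 3 and *puc* in 1, and they do not hold *hep* or *upd3*.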

Focusing on the 20 top upregulated genes (excluding Toll, which was as expected the highest expressing gene), we were able to uncover patterns for Toll^10b^ activity relative to the control. 

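*Tl* had a log2 fold change of 7.93 between Toll10b and control (SE 0.49, adjusted p = 0.000649), and it was called in all 20 alternatives. By p it ranked after *CG1304* and *mwh* only. By fitted log2 fold change, 8 of the 424 DEGs higher in Toll10b stood above it, and all 8 had 0 or 1 read in the 3 control libraries together. Against 3 reads over the control group, *to* was at least 1117-fold higher, *CG1124* at least 665-fold, *Cht8* at least 630-fold, *ple* at least 311-fold, *CG12502* at least 33.5-fold and *CG43085* at least 24.5-fold. The last 2 fall outside the rule by which genes were chosen to be named and were picked after their values were seen. *CG1304* and *CG31077* each had 1 control read, which gives ratios of 2523 (95% counting interval 453 to 99669) and 710 (127 to 28058). Toll10b replicate 2 held most of the reads of *to*, with 399 CPM against 40.6 and 17.8 CPM in replicates 1 and 3. Without it the limits were 214-fold for *to*, 178-fold for *CG1124*, 204-fold for *Cht8* and 76.3-fold for *ple*, and the ratio of *CG31077* was 331. The call of *to* (adjusted p = 0.0310) was lost without control replicate 1 (0.0686), control replicate 3 (0.0852) or Toll10b replicate 1 (0.0510), in a range of 3.93e-06 to 0.125 over its alternatives. *CG1124* was lost without the same 3 libraries (0.0651, 0.0786 and 0.0514, in a range of 2.98e-06 to 0.0992) and *Cht8* without control replicate 3 (0.0586, in a range of 2.33e-07 to 0.0631). *ple* was lost without any one control replicate (0.0932, 0.0553 and 0.103) or without Toll10b replicate 1 (0.0585), in a range of 3.96e-05 to 0.135.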

The MAPK and the JNK pathways were represented with the most highly upregulated targets, namely *p38c*, *drk* and *hep* (JNKK). In addition, a strong target was *dysf*, a transcription factor inducing cell migration by regulating changes in the cytoskeleton (Jiang and Crews, 2006; Rodríguez et al., 2024). 

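*p38c* (gene ID 2768679) was at 55.1 ± 17.6 CPM in control and 103 ± 7.36 CPM in Toll10b (n = 3 each), a log2 fold change of 0.90 (SE 0.26, adjusted p = 0.0681). *drk* (gene ID 36497) was at 23.3 ± 4.50 and 49.2 ± 17.2 CPM, a log2 fold change of 1.06 (SE 0.29, adjusted p = 0.0560). For both genes every Toll10b library was above every control. *hep* (gene ID 32256) was at 24 ± 5.71 CPM in control and 31.5 ± 3.54 CPM in Toll10b, a log2 fold change of 0.37 (SE 0.21, adjusted p = 0.31), and the libraries of the 2 genotypes overlapped. Ranked by log2 fold change among all 7989 genes tested, *drk* was at place 610, *p38c* at place 741 and *hep* at place 1807. Among the 18 genes that the text names for this experiment, 12 were DEGs, and 15 when adjusted over the list alone, which adds *p38c*, *drk* and *puc*. The study chose the list on these libraries, so the second count is not independent evidence. *p38c* was called in 7 of its 20 alternatives, which include DESeq2 (adjusted p = 0.0164) and edgeR without control replicate 2 (0.0336), in a range of 0.00607 to 0.209. *drk* was called in 7 of 20, which include DESeq2 (0.0127) and edgeR without Toll10b replicate 3 (0.0294), in a range of 0.0127 to 0.168. *hep* was called in none of 20, with a log2 fold change between 0.26 and 0.75 and an adjusted p between 0.0796 and 0.600.

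**Figure D3:**
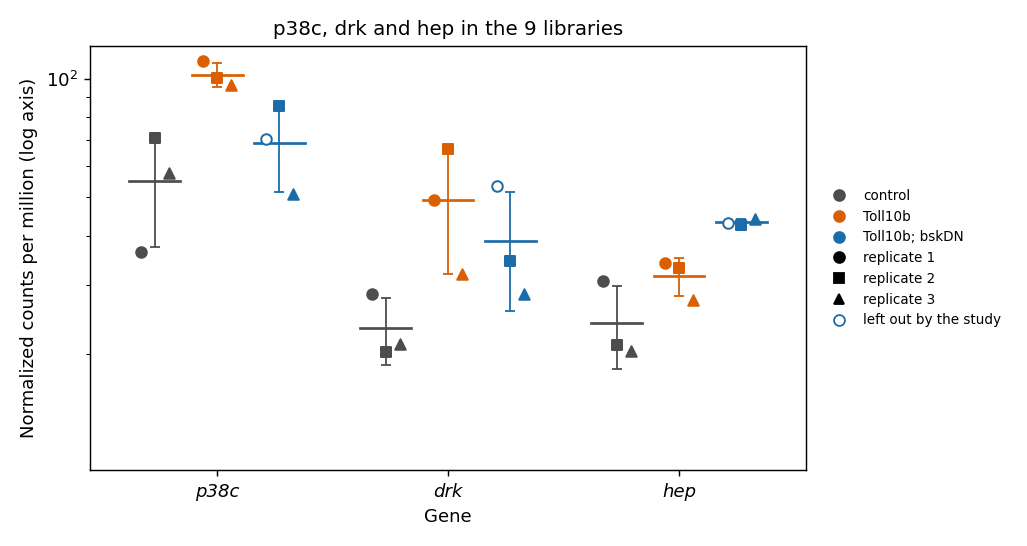
Normalized counts (CPM) of *p38c*, *drk* and *hep* on a log axis in the 3 control, the 3 Toll10b and the 3 Toll10b; bskDN (Toll_Bsk) libraries. Points are libraries, with the library left out by the study in white, and bar and error are the mean and SD over all 3 libraries, which for *hep* are 24, 31.5 and 43.3 CPM.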

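*dysf* (gene ID 43174) rose from 1.53 ± 0.577 CPM in control to 27.1 ± 9.54 CPM in Toll10b, a log2 fold change of 4.21 (SE 0.39, adjusted p = 0.00272). It was called in all 20 alternatives and in every one with a library left out, where its log2 fold change lay between 3.92 and 4.43. 44 of the 424 DEGs higher in Toll10b had a larger log2 fold change.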

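*Pvf2* (gene ID 33994) was at 0.454 ± 0.324 CPM in control and 13.2 ± 6.99 CPM in Toll10b, a log2 fold change of 5.27 (SE 0.66, adjusted p = 0.00520). *upd3* (gene ID 3346149) was at 5.15 ± 2.35 and 58.1 ± 21.8 CPM, a log2 fold change of 3.63 (SE 0.42, adjusted p = 0.00486). *Pi3K21B* (gene ID 33203) rose from 23.2 ± 7.86 to 116 ± 3.79 CPM, and its log2 fold change was 2.34 (SE 0.26, adjusted p = 0.00461). *Akt1*, the deposited symbol of *Akt*, rose from 34.9 ± 6.89 to 133 ± 43.8 CPM, with a log2 fold change of 1.92 (SE 0.29, adjusted p = 0.00886). All 3 Toll10b libraries were above all 3 controls for each of these genes. The calls held with each library left out in turn. In a fit of the 3 genotypes together the calls of *upd3*, *Pi3K21B* and *Akt1* were lost (adjusted p = 0.0770, 0.0590 and 0.0540), and over their alternatives the adjusted p reached at most 0.0770, 0.0590 and 0.0630 and at least 4.33e-15, 4.23e-16 and 4.73e-08.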

Cell proliferation triggered by Toll-dependent transcription was underscored by targets including: *Pvf2*, the VEGF-related secreted factor known for its role in ISC proliferation in an autocrine manner (Bond and Foley, 2012); *upd3*, the cytokine that activates JAK/STAT signalling to trigger ISC proliferation (Zhou et al., 2013); and PI3K21B and Akt, two kinases, the sequential activation of which induces cell proliferation via TOR (Verdu et al., 1999). In addition, *Swim*, encoding a secreted protein that facilitates Wg signalling, was also a major Toll^10b^ upregulated target. 

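*Swim* (gene ID 37537) rose from 51.8 ± 23.7 CPM in control to 331 ± 47.5 CPM in Toll10b, a log2 fold change of 2.68 (SE 0.38, adjusted p = 0.00726), and was higher in 3 of 3 Toll10b libraries than in any control. In the fit of the 3 genotypes together its adjusted p was 0.0800, in a range of 3.36e-11 to 0.0800 over its alternatives.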

Wg is involved in the maintenance and self-renewal of ISCs, and high expression of *Swim* could further enhance such functions as the epithelial surface of ISCs expands (Takashima et al., 2008; Lin et al., 2008). Finally, the most downregulated gene was *multi wing hairs* (*mwh*), a planar cell polarity regulator that inhibits actin polymerization. 

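*mwh* (gene ID 38131) fell from 34.9 ± 5.74 CPM in control to 2.19 ± 0.257 CPM in Toll10b, a log2 fold change of -4.01 (SE 0.22, adjusted p = 0.000396), and it was called in all 20 alternatives. Ranked by p, only *CG1304* came before it. By log2 fold change 26 of the 376 DEGs lower in Toll10b stood beyond it, of which 5 had 0 to 3 reads in the Toll10b libraries together and 21 had more. The 5 were *ninaD*, with 1 Toll10b read and a ratio of 10711 (95% counting interval 1922 to 423063), and *MtnD*, *CG32437*, *mthl8* and *CG9259*, which had no read and were at least 312-fold, 60.6-fold, 29.7-fold and 33.9-fold lower. Without control replicate 3 the limits were 204-fold for *MtnD* and 16.9-fold for *mthl8*, without control replicate 2 they were 37.1-fold for *CG32437* and 17.6-fold for *CG9259*, and without control replicate 1 the ratio of *ninaD* was 5342. Without control replicate 3 or Toll10b replicate 1 the calls of *mthl8* (adjusted p = 0.0516 and 0.0544, in a range of 2.71e-05 to 0.0544) and *CG9259* (adjusted p = 0.0553 and 0.0583, in a range of 1.48e-05 to 0.0583) were lost. In the reference *LysB*, *LysD* and *LysE* lie within the span of *mwh*, and the ratio of *LysB* to *mwh* varied between 30.0 and 196 across the 9 libraries. Reads of these genes counted for *mwh* could therefore contribute to its fall, which this ratio does not settle.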

Its strong transcriptional repression should make actin polymerization available for cell shape changes and movement (e.g. division following mitosis) (Lu et al., 2015). Perhaps unexpectedly, the top downregulated genes included antimicrobial peptides lysozymes (*LysB*, *LysD* and *LysE*, as well as the amidase *PGRP-SC2*). 

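*LysB* (gene ID 38125) fell from 4158 ± 274 CPM in control to 134 ± 97.0 CPM in Toll10b, a log2 fold change of -4.96 (SE 0.53, adjusted p = 0.00429). *LysD* (gene ID 38127) fell from 19302 ± 1496.5 to 1833 ± 798 CPM, with a log2 fold change of -3.41 (SE 0.34, adjusted p = 0.00366). *LysE* (gene ID 38128) fell from 2496 ± 833 to 73.3 ± 35.4 CPM, with a log2 fold change of -5.10 (SE 0.46, adjusted p = 0.00255). These 3 were called in all 20 alternatives. *PGRP-SC2* (gene ID 35862) fell from 3993 ± 641 to 1059 ± 426 CPM, a log2 fold change of -1.93 (SE 0.33, adjusted p = 0.0131), and kept its call with each library left out. Its call was lost in the fit of the 3 genotypes together (adjusted p = 0.0624), in a range of 8.39e-08 to 0.0624. All Toll10b libraries were below all controls for the 4 genes. 15 DEGs had a larger fall than *LysE* by log2 fold change.

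**Figure D4:**
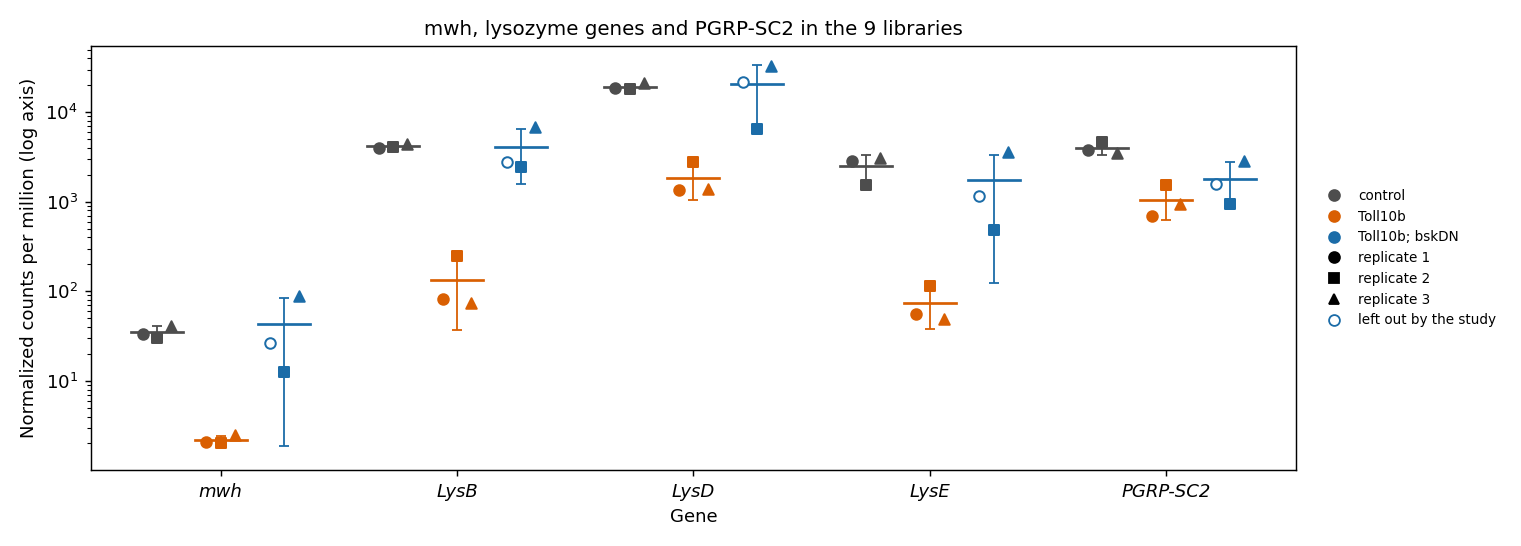
Normalized counts (CPM) of *LysB*, *LysD*, *LysE*, *PGRP-SC2* and *mwh* on a log axis in the 3 control, the 3 Toll10b and the 3 Toll10b; bskDN (Toll_Bsk) libraries. Points are libraries, with the library left out by the study in white, and bar and error are the mean and SD over all 3 libraries, which for *LysD* are 19302, 1833 and 20489 CPM.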

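Lists of genes for 15 families, pathways and cell types, written from gene names before the data were examined, were tested between Toll10b and control with limma's fry, adjusted over the 15 lists. The 25 cell cycle genes had a mean log2 fold change of 1.24, with 24 higher and 1 lower (adjusted p = 0.0246). Of them 9 were DEGs, and 16 when adjusted over the list alone. The 7 JAK/STAT genes had a mean of 1.70, with 5 higher (adjusted p = 0.0197), and 4 of them were DEGs (*Ptp61F*, *upd3*, *Socs36E* and *upd2*), or 5 when adjusted over the list alone. The 10 Toll pathway genes had a mean of 1.65 and a median of 0.36, with 7 higher (adjusted p = 0.0120). *Tl* itself, *nec* and *cact* were DEGs, and *spz* joined them when adjusted over the list alone. Of the 7 progenitor markers 6 were higher (mean 0.47, adjusted p = 0.0874), *Sox21a* and *Sox100B* were DEGs, and the list alone added *mira*. The 4 lysozyme genes tested were all lower, *LysX* only barely, with a mean of -3.38 (adjusted p = 0.00378) and 3 DEGs under either adjustment. Of 6 lysozyme genes in DESeq2 1 was higher, and of 6 in the limma trend test on log2(FPKM + 1) 2 were higher. The 31 enterocyte markers had a mean of -1.08, with 25 lower (adjusted p = 0.0197). Of them 13 were DEGs, 11 lower and 2 higher, or 18 over the list alone. Under quantile normalization of the FPKM the 31 markers split into 14 higher and 17 lower, with a mean of -0.54. The 20 V-ATPase genes had a mean of -0.80, with 18 lower (adjusted p = 0.0120), and 10 DEGs, or 14 over the list alone. Of the 13 enteroendocrine markers 7 were higher (mean -0.04, median 0.20, adjusted p = 0.753), with 1 DEG (*NPF*, lower) and 2 over the list alone. The 13 heat shock genes tested were all higher (mean 1.12, adjusted p = 0.228), with 1 DEG (*Hsp27*) under either adjustment, and 1 of 14 was lower under quantile normalization. Fry called 8 lists, which include the JNK pathway and the antimicrobial peptides. The same 8 were called by limma's camera with a preset correlation, which added the amidases and the heat shock genes, and none was called with an estimated correlation (3 lists at an unadjusted p under 0.05). Only the lysozyme list kept its fry call without each library in turn. The number of lists called was 3 without control replicate 3, 1 without Toll10b replicate 1 and 4 without Toll10b replicate 2. On the deposited FPKM without rescaling, the median of all genes lay 0.33 above 0 on the log2 scale, and quantile normalization moved it by -0.36.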

To summarize, the Toll-mediated transcriptional landscape in the gut centres on a group of genes promoting cell proliferation as well as the suppression of a group of antimicrobial genes.

### The JNK pathway is triggered downstream of Toll

The JNK cascade has been implicated in ISC mitosis and epithelial renewal (Biteau et al., 2008). 

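*hep* was at 43.3 ± 1.19 CPM in Toll_Bsk replicates 2 and 3, or 43.3 ± 0.848 CPM in all 3 libraries, which lay above every control and every Toll10b library. Its log2 fold change was 0.82 (SE 0.27, adjusted p = 0.688) against control and 0.44 (SE 0.17, adjusted p = 0.293) against Toll10b, and it was called in none of 22 alternatives of the second comparison. *puc* (gene ID 40958), a JNK target, was at 60.4 ± 14.3 CPM in control, 114 ± 21.9 CPM in Toll10b and 70.2 ± 16.7 CPM in Toll_Bsk. Between Toll10b and control its log2 fold change was 0.91 (SE 0.24, adjusted p = 0.0516). It was called in 9 of 20 alternatives, which include edgeR without control replicate 2 (adjusted p = 0.0257), in a range of 0.00625 to 0.171. The 14 genes of the JNK pathway list had a mean log2 fold change of 0.43 between Toll10b and control, with 10 higher and 4 lower (fry, adjusted p = 0.0246). *grnd*, *Mmp1*, *msn* and *kay* were DEGs, and *puc* and *wgn* joined them when adjusted over the list alone. The call of the list was lost without control replicate 2 (adjusted p = 0.0725), control replicate 3 (0.0833), Toll10b replicate 1 (0.0795) or Toll10b replicate 2 (0.0552), and its alternatives ran from 0.0147 to 0.30. Between Toll_Bsk and Toll10b the list, which holds *bsk* itself, had a mean of 0.04 with 7 genes higher and 7 lower (adjusted p = 0.766).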

Our transcriptomics data showed that *hep*, a component of the JNK pathway, is a target of Toll. We verified this by measuring *hep* gene expression in a *Toll^10b^* context (Fig. 6A). Expression of *hep* was also induced by *Ecc15* infection (Fig. 6A). Both cases of *hep* induction were dependent on *Dif* (Fig. 6A). Moreover, increase of ISC mitosis upon Toll activation was blocked when *hep* (JNKK) or *bsk* (JNK), but not *Tak1*, were depleted by RNAi (Fig. 6B). This indicated that the step in the JNK pathway intersected by Toll signalling was *hep*. To further determine if JNK had any role in the accelerated ISC proliferation observed upon Toll pathway activation, we tested expression of the JNK transcriptional target *puckered* (*puc*) via the *puc-lacZ* reporter (Martín-Blanco et al., 1998) in 10-day *esg^ts^-GAL4* controls and *esg^ts^-GAL4/Toll^10b^* midguts. We observed an increase in *puc-lacZ*^+^ cells in *Toll^10b^* flies, an indication of JNK signalling induction upon Toll signalling activation (Fig. S6A). This corroborated the working hypothesis that JNK could potentially be acting downstream of Toll, thereby mediating midgut dysplasia.

**Fig. 6.**
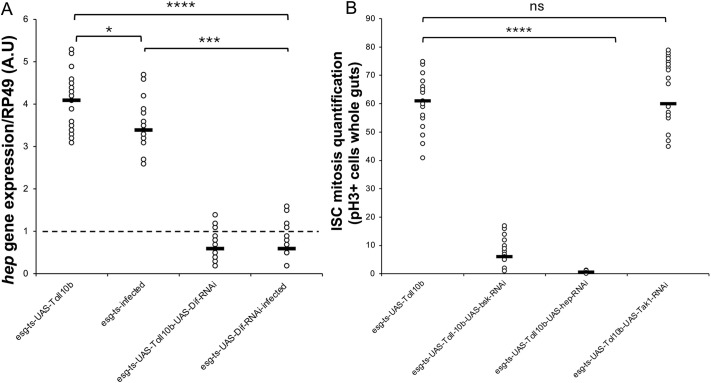
**JNKK (*hep*) is the point of crosstalk between the Toll and JNK signalling pathways.** (A) Quantitative real time PCR shows that *hemipterous* (*hep*) is activated by both infection and Toll signalling and that this is Dif-dependent. (B) RNAi of *hep* (JNKK) or *bsk* (JNK) but not *Tak1* (upstream of *hep*) blocks ISC mitosis induced by *Toll^10b^*. Statistical significance tests were performed using the Mann–Whitney test (*P<0.1, ***P<0.001, ****P<0.0001). Black line shows mean value. *Hep* expression in *esg^ts^* was placed as 1, while the reference gene was *RP49* (also known as *RpL32*).

We also overexpressed a dominant negative form of JNK (*UAS-bsk^DN^*) in *esg^ts^-GAL4/UAS-Toll^10b^* midguts and assessed whether Toll could still induce the massive expansion of GFP^+^ cells and ISC mitosis. As expected, 10-day-old *esg^ts^-GAL4; UAS-Toll^10b^* midguts were full of GFP^+^ cells (Fig. S6B), displaying a significant increase in the total number of cells (Fig. S6C) as well as the proportion of GFP^+^ in relation to the total number of cells (Fig. S6D) and pH3^+^ cells (Fig. S6E). Strikingly, loss of JNK signalling suppressed Toll-mediated dysplasia in the midgut (Fig. S6B). Moreover, both the total number of cells (Fig. S6C) and the proportion of GFP^+^ cells in the total cell population (Fig. S6D) in *esg^ts^-GAL4/UAS-Toll^10b^; UAS-bsk^DN^* guts were statistically indistinguishable from controls. Finally, reduction in the number of pH3^+^ cells also confirmed that JNK was necessary to mediate Toll-induced expansion of ISCs (Fig. S6E).

Suppression of the above phenotypes was not observed when Wengen, one of the JNK receptors (Fig. S7A), or its ligand Eiger, the *Drosophila* TNF homologue (Fig. S7B), were silenced by RNAi in *esg^ts^-GAL4/UAS-Toll^10b^* guts. Blocking the JNK pathway in homeostatic conditions (*esg^ts^-GAL4, UAS-bsk^DN^*) showed that the number of total cells (Fig. S8A-C) was statistically indistinguishable from that of the control. On comparing the number of pH3^+^ cells in *esg^ts^-GAL4* controls and *esg^ts^-GAL4; UAS-bsk^DN^* guts, there was a small reduction in pH3^+^ cell numbers (*P*<0.05) (Fig. S8B). However, we interpret the data to indicate that expression of a negative form of JNK in progenitor cells does not significantly influence intestinal epithelial turnover in homeostatic conditions.

Taken together, results in this section provide evidence that JNK is acting downstream of Toll signalling in maintaining epithelial integrity and that the interaction of Toll and JNK signalling is at the level of Hep.

### Akt is important for ISC mitosis downstream of Toll

An additional Toll target in our transcriptomics was *Akt*, a general signal for cell proliferation (Verdu et al., 1999). Indeed, Toll gain of function (*Toll^10b^*) or *Ecc15* infection induced *Akt* expression (Fig. 7A). This expression was dependent on *Dif*, as Toll activation or infection could not induce *Akt* expression in the context of *Dif-*RNAi (Fig. 7A). Moreover, depleting *Akt* or TOR by RNAi from *Toll^10b^* progenitor cells reduced ISC mitosis to control levels (Fig. 7B). These results indicate that an intact Akt/TOR axis is necessary for Toll^10b^ to exert its effects on ISC mitosis.

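The list of 15 Akt/TOR pathway genes had a mean log2 fold change of 0.14 and a median of -0.15 between Toll10b and control, with 6 genes higher and 9 lower (fry, adjusted p = 0.399). Under the limma trend test on log2(FPKM + 1), in which the median of all genes is shifted upwards, 13 of the 15 were higher. *Pi3K21B*, *Akt1* and *InR* were DEGs, also when adjusted over the list alone. *InR* was at 9.86 ± 1.55 CPM in control and 17.3 ± 0.335 CPM in Toll10b (n = 3 each), a log2 fold change of 0.80 (SE 0.19, adjusted p = 0.0391). Without control replicate 1 the list was called (adjusted p = 0.0379).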

**Fig. 7.**
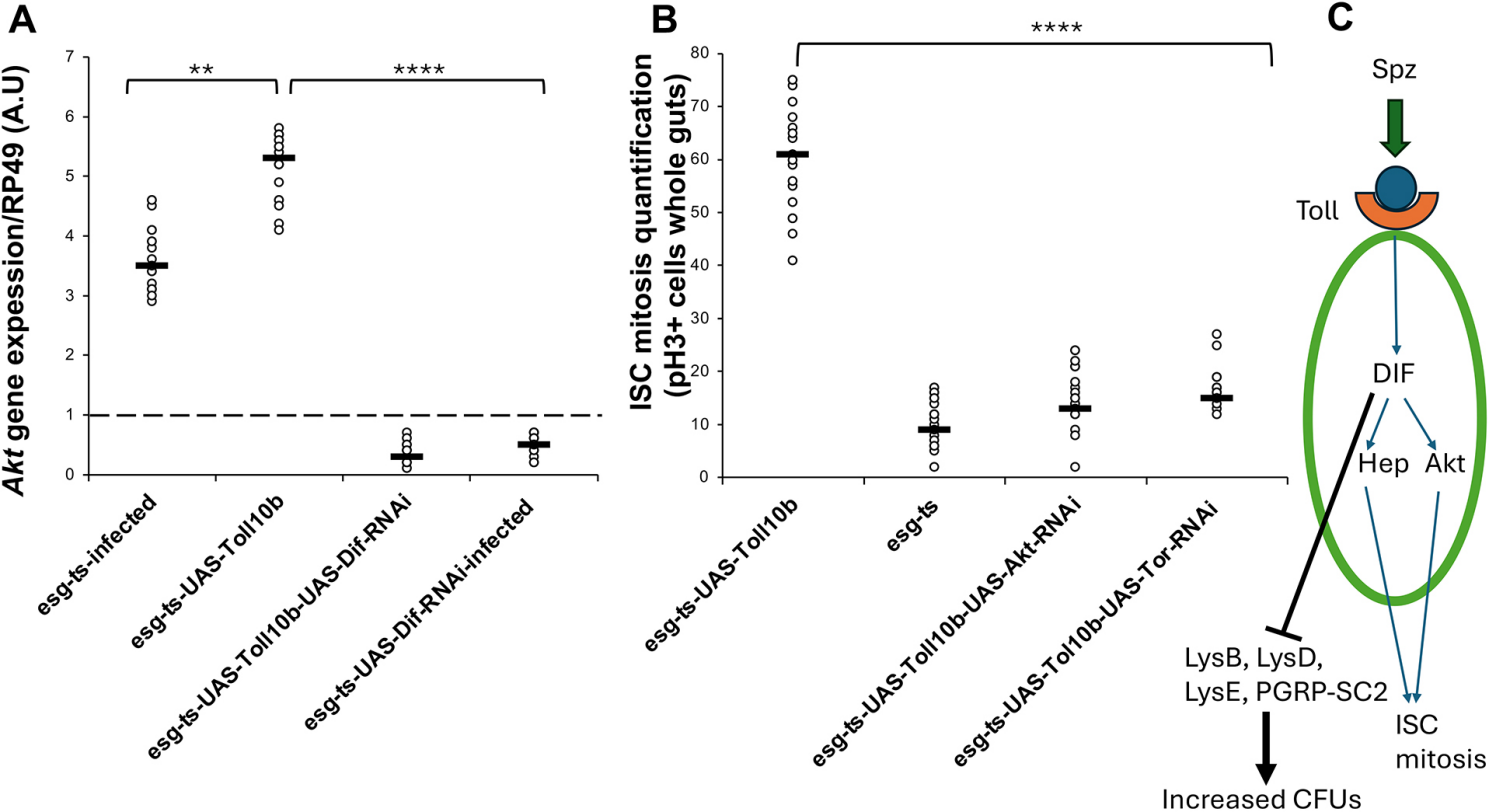
**Akt is regulated by Toll/Dif.** (A) Quantitative real time PCR shows that *Akt* is activated by both infection and Toll signalling, and this is Dif/NF-κB-dependent. (B) RNAi of *Akt* or *tor* (JNK) block ISC mitosis induced by Toll^10b^. See also Fig S9. Statistical significance tests were performed using the Mann–Whitney test (**P<0.01, ****P<0.0001). *Akt* expression in *esg^ts^* was placed as 1, while the reference gene was *RP49*. Black line shows mean value. (C) Model of how Toll/Dif mediates ISC mitosis and intestinal regeneration through the integration of Hep and Akt activity while increasing gut bacterial density.

### Interaction between Toll and the microbiota at the intestinal interphase

To test whether this suppression of microbial-regulating factors led to differences in gut bacterial density, we measured the cultivable part of the bacteriome in *esg^ts^-GAL4/UAS-Toll^10b^* flies. In addition, we tested the combination of *esg^ts^-GAL4/UAS-Toll^10b^; UAS-bsk^DN^* to study the interaction of the two pathways in the context of bacterial density regulation. Guts were dissected and plated on MRS agar to determine microbial densities. We found that Toll activation significantly increased the cultivable bacterial density (Fig. S9A). This was suppressed by expressing the dominant negative form of JNK (*bsk^DN^*), suggesting that Toll activation needed an intact JNK pathway for the observed increase in colony forming units (CFUs) (Fig. S9A). 

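In Toll_Bsk replicates 2 and 3, *LysB* was at 4679 ± 3127 CPM, *LysD* at 19755.5 ± 18655 CPM, *LysE* at 2024 ± 2175 CPM and *PGRP-SC2* at 1910 ± 1356 CPM (n = 2). The 2 libraries differed: *LysD* was at 6565 CPM in replicate 2 and at 32946 CPM in replicate 3. Against Toll10b the log2 fold changes were 5.11 for *LysB* (adjusted p = 0.119), 3.41 for *LysD* (adjusted p = 0.176), 4.77 for *LysE* (adjusted p = 0.160) and 0.83 for *PGRP-SC2* (adjusted p = 0.457). With all 3 libraries they were 4.90 (adjusted p = 0.0621), 3.47 (adjusted p = 0.0969), 4.55 (adjusted p = 0.0855) and 0.75 (adjusted p = 0.485). Every Toll_Bsk library was above every Toll10b library for the 3 lysozyme genes, an order that chance gives in 5% of genes with 3 libraries against 3. DESeq2 on replicates 2 and 3 called *LysB* (adjusted p = 6.61e-12), *LysD* (5.01e-05) and *LysE* (1.35e-07). Without Toll_Bsk replicate 2, which leaves replicate 3 as the only library of its genotype, the log2 fold changes of these 3 genes were 5.66, 4.15 and 5.58. Over their 22 alternatives the adjusted p lay between 9.67e-15 and 0.396 for *LysB*, between 1.43e-07 and 0.574 for *LysD* and between 1.58e-09 and 0.521 for *LysE*. *PGRP-SC2* was called in none of 22, and its log2 fold change was -0.17 without Toll_Bsk replicate 3.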

Increase in bacterial density correlated with the strong transcriptional downregulation of *LysE*, *LysD*, *LysB* and *PGRP-SC2* (see Table S1) as concomitant expression of *UAS-Toll^10b^* with *UAS-PGRP-SC2* or *UAS-LysD* in progenitor cells resulted in suppression of the increase in bacterial density caused by Toll activation (Fig. S9B). However, 16S rRNA library sequencing of gut bacteria revealed that this increase in bacterial density did not affect diversity. At the family level, intestinal bacterial diversity of *esg^ts^-GAL4* control, *esg^ts^-GAL4/UAS-Toll^10b^* and *esg^ts^-GAL4/UAS-Toll^10b^; UAS-bsk^DN^* were indistinguishable (Fig. S9C,D). In the context of *Toll^10b^*, the increase of gut bacterial density did not influence ISC mitosis. The number of pH3^+^ cells in germ-free *esg^ts^-GAL4/UAS-Toll^10b^* flies was statistically indistinguishable compared to their conventionally reared siblings and still significantly higher than the germ-free *esg^ts^-GAL4/w^1118^* control (Fig. S9E). This again suggested that increase in ISC mitosis was upstream of (or in parallel to) the increase in gut bacterial density.

## DISCUSSION

As innate immunity bridges the gap between microbes and epithelial cells, it is important to understand the mechanism(s) by which immune signalling interacts with other cellular pathways that maintain epithelial homeostasis. Previous work in *Drosophila* by the Foley lab has identified the IMD/NF-κB/Relish pathway as paramount for the immunological control of ISC survival following infection (Shin et al., 2022; Joly et al., 2025). In the present study, we discover that the Spz/Toll/NF-κB/Dif-Dorsal signalling axis is directly required to promote ISC mitosis, inducing in parallel the increase of gut bacterial density (Fig. 7C).

### Toll integrates JNK and Akt signalling to control ISC mitosis

The interplay of Toll and JNK pathways has been studied in various contexts. In the context of wing and eye development, Toll was found to activate JNK and mediate caspase-dependent cell death through production of reactive oxygen species (Li et al., 2020). The connection of Toll to JNK-mediated cell death in the developing wing has also been documented in cases of chromosomal instability (Liu et al., 2015). In the context of cell competition during wing development, Myc-expressing cells out-compete wild-type cells (a process termed ‘super competition’, see de la Cova et al., 2014). The ‘winner’ (Myc^+^) cells produce Spz-Processing Enzyme (SPE) needed to cleave Spz locally, which in turn is required to activate Toll in ‘loser’ (wild-type) cells (Alpar et al., 2018). Activation of Toll/NF-κB signalling in ‘loser’ cells triggers their apoptosis and eliminates them (Alpar et al., 2018). Finally, Spz-Toll-mediated cell death through JNK signalling has also been observed in larval epithelial tumours, where Toll activity restricts tumour growth (Parisi et al., 2014).

In contrast to the above and in the context of the adult gut, JNK was found to induce ISC proliferation (Perdigoto et al., 2011). Sustained JNK activity led to mis-differentiated daughter cells that expressed *esg* but were polyploid (characteristic of an EC) while not expressing EC-specific markers (Perdigoto et al., 2011). Our data indicated that activation of Toll in progenitor cells also led to accumulation of cells, that had larger nuclei as compared to ISC/EB but were GFP^+^, while *hep* was a Toll transcriptional target. Hence, we explored the interaction of JNK and Toll pathways. We found that, in progenitor cells with activated Toll signalling (*Toll^10b^*), RNAi of *hep* (JNKK) or *bsk* (JNK), but not *Tak1*, *egr* or *wgn*, blocked ISC mitosis. Moreover, when we expressed *bsk^DN^*, a non-activable form of JNK, in *Toll^10b^* progenitors, we rescued intestinal dysplasia, bringing down the levels of total cell numbers, GFP^+^ progenitor cell proportions and pH3^+^ cell counts to the levels of controls. This clearly implied that Toll and JNK signalling intersected at the level of Hep in inducing ISC proliferation. Consistent with previous studies, we have determined that Akt signalling is involved in ISC proliferation (Foronda et al., 2014; Mattila et al., 2018). Here, however, we further pinpoint that Toll/Dif/NF-κB signalling is the upstream control module of *Akt* gene expression and the role of Akt in ISC mitosis requires an intact Toll pathway (Fig. 7C).

### Toll activity controls the intestinal ecosystem

*Toll^10b^* activation of ISC mitosis and accumulation of intestinal progenitors was accompanied by a significant increase of cultivable gut bacterial density. At first glance this appeared to be counterintuitive. How could an anti-microbial response increase gut bacterial density? However, looking at the Toll transcriptional signature no AMPs were upregulated, while genes coding for enzymes such as lysozymes and peptidoglycan amidases were strongly downregulated. 

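Of 20 antimicrobial peptide genes listed, 16 were in the deposited table and 3 passed the filter on low counts between Toll10b and control. *Drsl2* was at 1.75 ± 1.76 CPM in control and 38.7 ± 9.98 CPM in Toll10b, a log2 fold change of 5.05 (SE 0.64, adjusted p = 0.00550). *Drsl3* was at 1.08 ± 0.555 and 11.8 ± 5.72 CPM, a log2 fold change of 3.38 (SE 0.55, adjusted p = 0.0121). For these 2 genes, which were DEGs under either adjustment, every Toll10b library was above every control. *AttD* had a log2 fold change of -0.38 (adjusted p = 0.769). *Drs* reached 5.78 CPM at most in the control and Toll10b libraries and was not tested by edgeR. Neither was *Def*, with 8.83, 8.19 and 0.216 CPM in Toll10b and 0.291 ± 0.253 CPM in control. The fry test of the 3 genes together gave a mean of 2.68 (adjusted p = 0.0324), which was not called without control replicates 1, 2 or 3 (adjusted p = 0.117, 0.0725 and 0.257) or Toll10b replicates 1 or 2 (0.103 and 0.0944). Its alternatives ran from 0.00148 to 0.257. Of 14 bomanin and daisho genes 10 were in the table, none passed edgeR's filter, and none was above 2.48 CPM in any library. In DESeq2 all 10 were lower in Toll10b (mean log2 fold change -2.65) and none was called. Of the 4 lysozyme genes tested, *LysX* did not change (log2 fold change -0.06, adjusted p = 0.966), beside the 3 that fell. The amidase genes *PGRP-SC1a* and *PGRP-SC1b* had log2 fold changes of -3.13 (adjusted p = 0.126) and -2.06 (adjusted p = 0.142), and *PGRP-LB* of -0.27 (adjusted p = 0.636). The 4 amidase genes had a mean of -1.85 (fry, adjusted p = 0.0882), with 1 DEG, or 3 when adjusted over the list alone. Under the limma trend test on log2(FPKM + 1), 1 of the 4 was higher.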

On measuring cultivable bacterial colonies in the gut of control, *Toll^10b^* and *Toll^10b^; bsk^DN^* flies, we found that blocking JNK also suppressed Toll-mediated increase of the cultivable bacterial density in the gut. The increase in bacterial density upon Toll activation did not stimulate ISC mitosis further. This was evident as there was no reduction of pH3^+^ cells in *Toll^10b^* germ-free flies.

Spz is necessary for midgut mitosis in progenitors (specifically ISCs) under both homeostatic and infected conditions. Upon *P. aeruginosa* infection, *spz* is necessary in progenitor cells, ECs, EEs (to a lesser extend), the trachea and the fat body. We speculate that since *spz* is a Toll target (De Gregorio et al., 2002) and there are several sources for it (both in and away from the gut), there may be a paracrine signal sent to ECs. We have previously shown that Toll activation in ECs triggers lipid catabolism, which is important for the maintenance of gut bacteria (Bahuguna et al., 2022). An increase in the supply of Spz to ECs, may lead to a rise in lipid catabolism and, therefore, in triglycerides available to bacteria, leading to density increase. This should be combined with the suppression of lysozyme and amidase gene expression when Toll is activated that also leads to increase in commensals. Alternatively, the cellular mass increase in *Toll^10b^* flies could slow gut motility and thus increase bacteria numbers in transit. Functional gastrointestinal disorders in humans and mice have shown that gut bacterial density is connected to intestinal motility (reviewed by Sanders et al., 2012). More work is needed to investigate the validity of the above working models.

### Conclusion

Our data indicate that Toll is important for regeneration of the intestinal epithelium, but its activation does not lead to the ‘classical’ antimicrobial immune defence transcriptional induction*.* Instead, Toll signalling is necessary and sufficient for ISC mitosis through integrating JNK and Akt signalling, as well as for increasing the density of gut bacteria to counter the effects of an infection.

## MATERIALS AND METHODS

### *Drosophila* stocks

Stocks used were: *w^1118^* [Bloomington *Drosophila* Stock Center (BDSC), 3605]; *esg^ts^* (Buchon et al., 2013); *ISC^ts^* and *esg^ts^; Dl-lacZ* were both kind gifts from Bruce Edgar (University of Utah, USA); *UAS-Toll^10b^*(II) (Shia et al., 2009); *UAS-Toll^10b^*(X) (BDSC, 58987); *UAS-Cactus^RNAi^* (BDSC, 31713); *UAS-Dif^RNAi_1^* (BDSC, 30513); *UAS-Dif^RNA_2^* (BDSC, 29514); *UAS-Dif^RNAi_3^* [Vienna *Drosophila* Resource Center (VDRC), 100537]; *UAS-Bsk^DN^* (BDSC, 6409); *UAS-spz^GFP^* (Cho et al., 2010); *puc-lacZ* (Martín-Blanco et al., 1998); *UAS-tak1^RNAi^* (VDRC, 101357); *UAS-dorsal^RNAi^* (VDRC, 105491); *UAS-Toll^RNAi^* (VDRC, 100078); *UAS-spz^RNAi^* [BDSC, 28538 (line 1) and VDRC, 105017 (line 2)]; *Toll MiMIC* (BDSC, 36134); *spz MiMIC* (BDSC, 34313); *Dif MiMIC* (BDSC, 33078); *Dorsal MiMIC* (BDSC, 37091).

### Infection model

To prepare the bacterial culture, it was grown in a flask containing Rifampicin in 1× LB broth. Optical density (OD) at 600 nm was measured using a nanodrop. Mated female flies were used for these experiments.

For PA14 infection, PA14 feeding was performed as previously described (Apidianakis and Rahme, 2009). In short, a single colony of *P. aeruginosa* strain PA14 was grown at 37°C in liquid LB broth, to OD_600nm_=3, corresponding to 5×10^9^ bacteria/ml. Female mature flies of the desired genotype were starved for 5 h and added in groups of ten per fly vial containing a cotton ball at the bottom soaked with 5 ml of 0.5 ml PA14 OD_600nm_=3, 1 ml 20% sucrose and 3.5 ml ddH_2_O. For uninfected control, 1 ml sucrose 20% and 4 ml ddH_2_O was used. Flies were incubated for 48 h at 29°C (for all experiments using the GAL4-UAS, unless otherwise noted). Female mated 5- to 7-day-old flies were used for all feeding assays.

### Polylysine slide preparation

For preparation of the polylysine coated slides, the contents of a 1 g bottle of polylysine (Sigma-Aldrich, P1524) were dissolved in 170 μl ddH_2_O in a small beaker using a magnetic flea stirrer. After the solution appeared clear, 10 ml of this solution was aliquoted and stored at −20°C as 10× polylysine stocks. When the slides needed coating, three aliquots of the stock solution were defrosted and used. Working solution was made by mixing 30 ml of 10× polylysine solution with 170 μl ddH_2_0 and 1.5 ml of Kodak Photo-Flo. The glass slides were loaded onto a staining jar and the working solution was poured into the jar. The slides were left in polylysine solution on the rocker for 10 min. The solution was then poured out into a falcon tube and the slides were dried at 60°C for 10 min in the oven. The slides underwent a total of five polylysine coating and drying cycles. The slides were then air-dried. After drying, the surface of the slide that had the polylysine coat was bordered with silicone to create a well to perform immunostaining steps and hold antibody solutions. When the silicone ring was dry, the slides were stored at 4°C.

### Gut dissection and immunostaining

The polylysine coated slides make the *Drosophila* gut stick to its surface and have been used for all the steps of immunostaining to preserve the integrity of the whole length of the tissue. For gut immunostaining, individual guts from anaesthetised flies were dissected at selected time points (10 days adult flies) (*n*=10-15) into cold 1× phosphate buffered saline (PBS). The guts were then arranged onto the prepared polylysine slides containing cold 1× PBS in the well, made of silicone. After arranging the samples on the slide, the PBS was replaced with 4% formaldehyde fixative diluted in 1× PBS for 40 min. The slide was always covered so the samples remained in the dark in all the steps moving forward. After fixing, guts were washed twice in 0.1% 1× PBS and 0.1% Triton X-100 (PBST) for 5 min per wash cycle. The sample was then incubated in 1% bovine serum albumin (BSA) diluted in 0.1% PBST for 50 min (blocking). Guts were then incubated in the primary antibody of desired dilution overnight at 4°C. The primary antibody was then removed and the guts underwent three washing cycles with 0.1% PBST for 5, 20 and 10 min per cycle, in that respective order. The guts were then incubated in secondary antibody of desired concentration for 1.5 h at room temperature. The guts were then washed with 0.1% PBST for 10, 20 and 15 min per cycle. After removing the PBST, the guts were incubated in 1:1000 concentration (diluted in PBS) of nuclear stain To-Pro-3 (Invitrogen-T3605) for 25 min. After two more rounds of wash cycles for 5 min each, VECTASHIELD (anti-fade mounting medium H-1000-without DAPI, Vector Laboratories) was added to the sample and the slide was covered with a coverslip. The coverslip was then sealed using nail varnish. The slides were stored at 4°C and imaged within 3-4 days. The control guts were placed on the same slide as experimental guts for direct comparison.

The following primary antibodies were used at specified concentrations and diluted using 0.1% PBST in 1% BSA: rabbit Phospho-Histone H3 (Ser10) polyclonal antibody (PA5-17869, Invitrogen, 1:200); mouse Prospero (MR1A) (AB_528440, Developmental Studies Hybridoma Bank, 1:50); anti-β galactosidase mAb (Z3781, Promega, 1:500); anti-Dif (Ligoxygakis et al., 2002). The secondary antibodies used were: goat anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, Alexa Fluor™ 568 (A-11036, Invitrogen, 1:200) and Alexa Fluor 546 anti-mouse (A-21123, Invitrogen, 1:200). Experiments presented in Figs 1 and 2 used the immunostaining protocol and reagents described in Apidianakis and Rahme (2009).

### Imaging

The samples were imaged using a Leica TCS SP5 confocal laser scanning microscope and all images were captured using 63× magnification objective with a numerical aperture (NA) of 1.4. The oil used for microscopy was Leica Type F Immersion liquid (*n*_e_^23^=1.5180 and v_e_=46). The Leica SP detector was used for capturing images. The voxel size of the images was (x;y;z)=481.47 nm; 481.47 nm; 2 μm.

*Z*-stacks of each gut was taken at the R4 region of the posterior midgut. Every sample varied in thickness, due to variation in gut physiology or due to slight variations in sample preparation. To have uniform images and consistent sampling of the guts, *z*-stacks were taken from the start of the gut to the middle of the gut, ending at the lumen. The midpoint was calculated by dividing the start and the end by two. Imaging was only done till the mid-point to avoid deteriorated resolution and quality of images with increased penetration into the sample depth. We took 2 μm thick slices for the *z*-stack (Fig. S10).

The samples used in this project had progenitor cells labelled with GFP. Therefore, all samples had a channel for the detection of GFP which was kept consistent through all the samples. For imaging GFP in guts, Argon laser was powered up to 30% of its maximum capacity. The excitation wavelength used was 488 operating at 20% of the maximum intensity. The gain was set to 910. The emission wavelength was 502-568 nm. To-pro-3 used to label the nucleus was a far red stain. The excitation wavelength used for its detection was 633 nm operated at 10% of the maximum intensity with the gain in the range of 840-850. For detection of Alexa Fluor 568 secondary antibody the excitation laser used was 543 nm and emission was set at 565-635 nm. For detection of the proteins probed with Alexa Fluor 546 antibody, the excitation wavelength used was 543 nm and the detection wavelength used was 554-635 nm. The excitation laser intensity and gains were varied to account for the abundance and localization of the protein of interest targeted with the antibody. The images were visualized using Fiji-2 (ImageJ).

### Image processing and analysis

To measure nuclear size, nuclei channels were first median filtered using the Scipy ‘ndimage’ module (Virtanen et al., 2020) at a kernel radius size of 3 px. Filtered images were then segmented using Cellpose v2.0.1 (Stringer et al., 2021) with 3D mode enabled. Cell size assessment was made with major axis length of each nuclei quantified using Scikit-Image ‘regionprops’ function (van der Walt et al., 2014). The large and small nuclei cells were filtered based on a threshold set from histograms plotted for density of cells against their major axis length for control fly guts, and this threshold was used for all other samples (Fig. S11).

### Quantification of fluorescence intensity levels

Segmented nuclei masks were expanded by 2 px in 3D and the original nuclei masks were subtracted to obtain a 3D ring mask around the nucleus, representing a sample of cytoplasmic volume. Fluorescence channels to be quantified were background subtracted (rolling ball, 20 px radius) and were quantified within 3D ring masks using Scikit-Image ‘regionprops’ function. Intensity thresholds were set by plotting a distribution of integrated fluorescence intensities and by setting 1.5× normalized fluorescence cut-off from internal control groups. Statistical comparisons were performed in the R (4.0.4) environment. All the statistical tests used have been described in the figure legends. All analysis scripts are available at https://github.com/jefflee1103/Image-analysis/tree/main/people/Ash_U.

### Quantification of pH3^+^ cell numbers

For quantifying the pH3^+^ cell counts for the whole gut, argon laser arc lamp was used. This allowed for visualizing pH3^+^ cells through the eyepiece of the microscope using an excitation filter of 515-560 nm and emission filter of 590 nm. pH3^+^ cells were counted manually, going through the anteroposterior axis of the gut stack by stack using the eyepiece. Approximately 10-15 guts from three different crosses were used to quantify pH3^+^ cell counts.

### RT qPCR

RT-qPCR was performed as described previously (Tamamouna et al., 2021). For Fig. S3, total RNA was prepared from L3 larvae (three larvae per sample, three biological replicates per genotype). Expression of *spz* was normalized to the expression levels of two reference genes, *RpL32* and *Gapdh1*, using the 2^−ΔΔCt^ method using the BioRad CFX Manager 3.1 software. The primer sequences were: *spz*L 5′-GTGATTCTGGAAAATGGGATTC-3′ and *spz*R 5′-TCTGTGGTGGGTGAAACTTCT-3′; *rpl32L* 5′-CGGATCGATATGCTAAGCTGT-3′ and *rpl32*R 5′-CGACGCACTCTGTTGTCG-3′; *gapdh1L* 5′-GCTCCGGGAAAAGGAAAA-3′ and *gapdh1*R 5′-TCCGTTAATTCCGATCTTCG-3′.

### RNA-sequencing

Sequencing libraries were generated using the MGIEasy RNA-seq Library Preparation Universal Kit by BGI Genomics, Hong Kong. RNA sequencing was performed on the DNBSEQ-G400 using the 150 paired-end sequencing protocol. 

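The 3 control libraries held 12720890, 2734251 and 7824993 counted reads, the 3 Toll10b libraries 11978820, 12337814 and 7438654, and the 3 Toll_Bsk libraries 11963450, 7509994 and 4410929. Between 8819 (control replicate 2) and 10044 (Toll10b replicate 2) genes had a read. The 10 most abundant genes took between 17.7% (Toll_Bsk replicate 2) and 35.0% (Toll_Bsk replicate 3) of the reads, and TMM factors lay between 0.697 and 1.25. At this depth a gene without a read in 3 libraries is limited to 0.137 CPM in control, 0.0806 CPM in Toll10b and 0.128 CPM in Toll_Bsk, from 3 reads over the group. The biological coefficient of variation was 0.344 between Toll_Bsk and control and 0.287 between Toll_Bsk and Toll10b. Replicates of a genotype differed beyond counting error, with a chi-squared per degree of freedom between 32.4 and 183. No library was thus a copy of another of its genotype, and pairs across genotypes were not compared.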

Three samples (*esg^ts/^w^1118^*, *esg^ts^/UAS-Toll^10b^*, *esg^ts^/UAS-Toll^10b^/UAS-Bsk^DN^*) with three independent biological repeats were used.

### Culture-dependent quantification of gut microbiota

Five *Drosophila* guts were dissected in 1× PBS solution and then homogenized using a sterile needle homogeniser until the guts appeared to be completely broken. The resulting suspension was then diluted to form 1:100 dilution and 200 μl was plated onto three plates containing de Man, Rogosa and Sharpe (MRS) agar and incubated at 30°C for 48 h. The colonies in each plate were counted, and log_10_ values of the CFUs were calculated. These three plates formed the technical replicates for the experiment. This entire procedure was repeated thrice using flies from different generations to account for biological variations in samples. The colonies were counted using ImageJ by setting thresholds to form masks containing the colonies and then using the particle counter function. The log_10_ CFU values of mutants and controls were statistically compared using unpaired, two-tailed Student's *t*-test, and graphs were plotted in GraphPad Prism.

### Culture-independent quantification of gut microbiota

Identification of microbial families by analysing their 16 s ribosomal RNA gene sequences using the hypervariable region V3 to identify microbial composition of the *Drosophila* gut was performed as previously described (Bahuguna et al., 2022).

## Supplementary Material

10.1242/develop.204794_sup1 Supplementary information

Table S2. Aging-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S3. Amino acid metabolism DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S4. Cancer-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S5. Carbohydrate metabolism-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S6. Cell growth and death-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S7. Development and regeneration-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S8. Digestion-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S9. Endocrine-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

Table S10. Energy metabolism-related DEGs (*esg^ts^/Toll^10B^ vs. esg^ts^/w^1118^* control) and their functions.

# Supplementary material for: Toll signalling controls intestinal regeneration in Drosophila
**Source:** Development. 2026 Jan 19;153(2):dev204794. doi: 10.1242/dev.204794
**Supplement:** Supplementary information

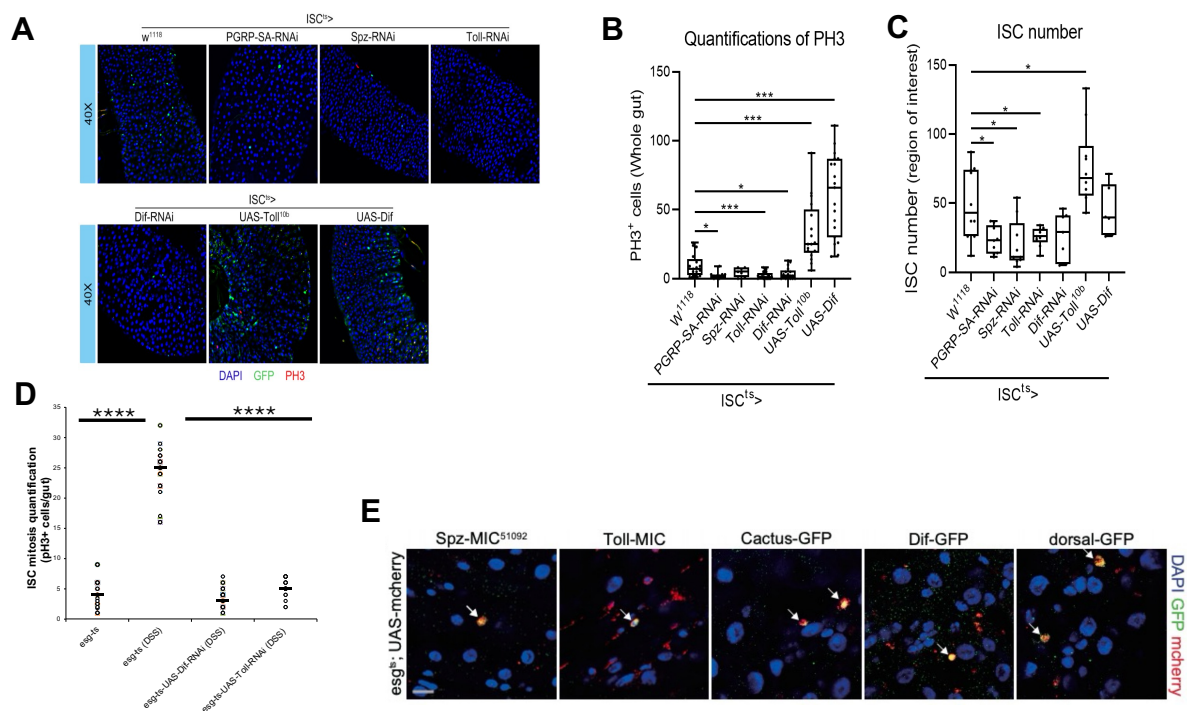

**Fig. S1. The Toll pathway is required in intestinal progenitors for the preservation of ISC numbers at homeostatic conditions and after DSS treatment. (A)** Merged images of midguts where components of the Toll pathway were depleted (RNAi) or activated (UAS) in ISCs (ISC<sup>ts</sup>) compared to the control genetic background (*w<sup>1118</sup>*). GFP (green) indicates the ISCs, DAPI stains all nuclei (blue), and pH3 (red) marks the mitotic cells. **(B)** Quantification of pH3-positive cells in whole guts of flies with treatments as denoted in A (n=20). **(C)** Quantifications of ISCs in whole guts (n=20) with treatments as denoted in A. The Mann-Witney test was used for comparisons between genotypes (\*p<0.1, \*\*\*p<0.001). **(D)** Quantification of pH3-positive cells per adult midgut of the indicated genotypes with or without DSS treatment at 29°C for 1 day (after 10 days of normal food). **(E)** Representative midgut images of flies with indicated genotypes expressing *spz*, *Toll*, *cact-GFP*, *Dif-GFP* or *dorsal-GFP* (green) at 29°C for 10 days. Nuclei (blue), *esg>mcherry* (red). The white arrows indicate GFP-positive progenitor cells.

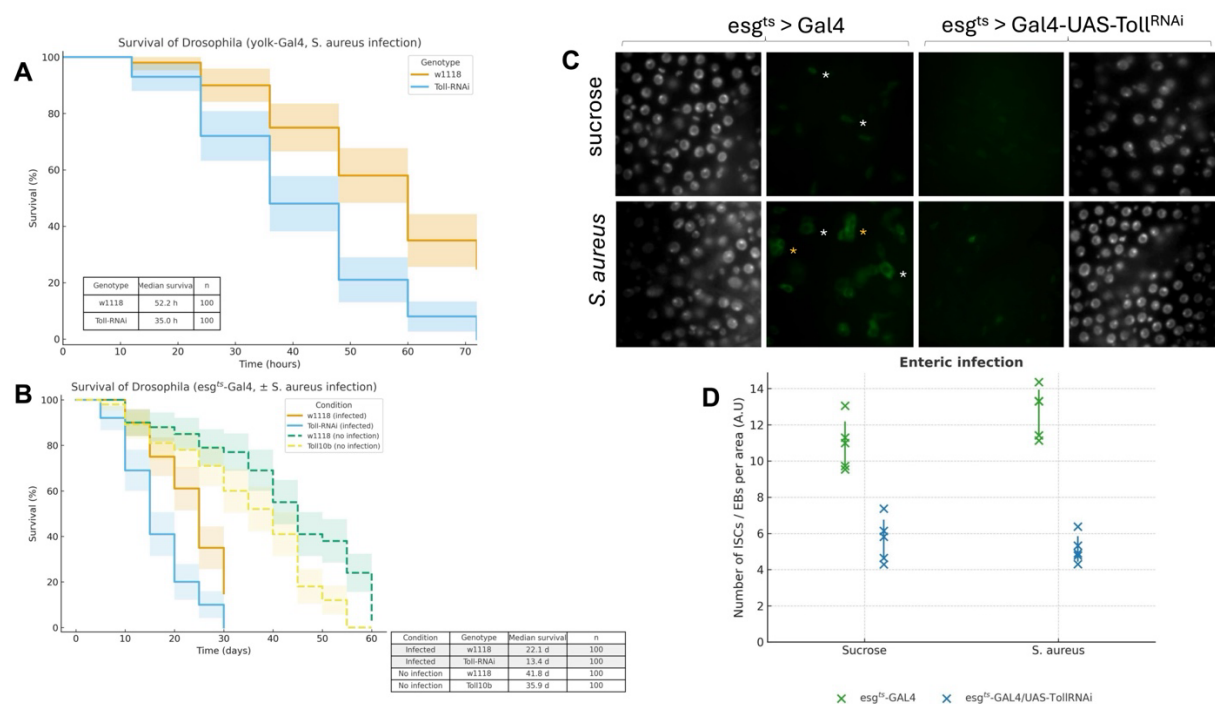

**Fig. S2. Toll signalling and host survival following intestinal infection**

**(A)** Survival following systemic infection (injection) of *S. aureus* at 25°C. *w<sup>1118</sup>*, n=108, *Toll-RNAi*, n=102.

**(B)** Survival following oral infection (feeding) of *S. aureus* at 25°C. *w<sup>1118</sup>*, n=154, *Toll-RNAi*, n=184 or when flies express constitutively active Toll (Toll10b, n=120) in progenitor cells (no infection). In both panels, p-values were extracted by Log-rank tests and the lethal times are represented with 95% confidence interval.

**(C)** Imaging of intestinal progenitor cells when flies were orally infected with *S. aureus*.

**(D)** Quantification of intestinal progenitor cells when infected with *S. aureus*. Expansion of intestinal progenitor numbers following infection is Toll-dependent. The Mann-Witney test was used for comparisons between genotypes and treatments. Significant differences (p<0.001) were found when control flies infected with *S. aureus* were compared to *esg<sup>ts</sup>/UAS-TollRNAi* infected with the same bacterium as well as when control flies were fed with sucrose were compared to *esg<sup>ts</sup>/UAS-TollRNAi* fed with sucrose.

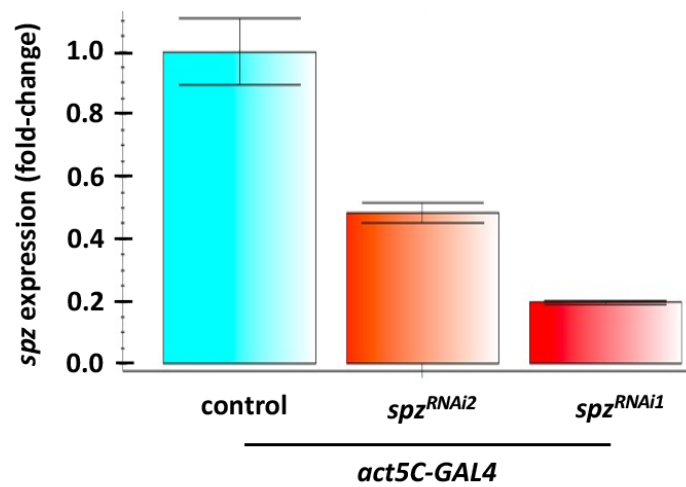

**Fig. S3. Effectiveness of *UAS-spz*<sup>RNAi</sup> lines.** The efficiency of two independent RNAi lines targeting *spz* (*spz*<sup>RNAi1</sup>, BDSC #28538 and *spz*<sup>RNAi2</sup>, VDRC #105017) was tested by RT-qPCR in L3 larvae by overexpression under the constitutive *act5C-GAL4* driver at 25°C. Each bar corresponds to 3 biological replicates. Both lines silence mRNA expression of *spz* by more than 50%.

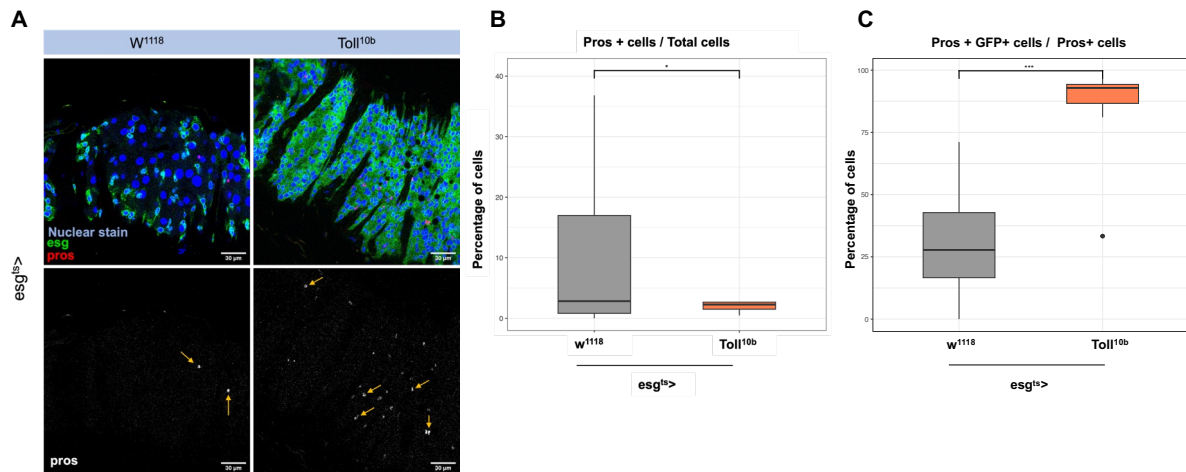

**Fig. S4. Activation of Toll signaling in progenitors influences EE cell fates in the posterior midgut.** **(A)** Single confocal frame of posterior midguts (R4 region) of control ( $w^{1118}$  crossed with  $esg^{ts}$ ) and  $esg^{ts}$ ,  $UAS-Toll^{10b}$  10-day adult flies. The progenitors (ISCs and EBs) are GFP+ (green), EEs are stained for Pros (red), and the nuclei are shown in blue (upper panel). The lower panel represents Pros+ cells in white (arrows). Scale bar = 30 $\mu$ m. **(B)** Quantification of Pros+ cells (EEs) in the midgut of 10-day old female control ( $esg^{ts}$  crossed with  $w^{1118}$ ) (n=15) and  $esg^{ts}$ ,  $UAS-Toll^{10b}$  (n=15) flies. This experiment had three biological replicates. The x-axis represents different genotypes. The y-axis represents the percentage ratio of Pros+ cells (EEs) to the total number of cells in a section of the R4 midgut region. **(C)** Quantification of Pros+ cells (EEs) that are also GFP+ in the midgut region of 10-day old female control ( $esg^{ts}$  crossed with  $w^{1118}$ ) (n=15) and  $esg^{ts}$ ,  $UAS-Toll^{10b}$  (n=15) flies. This experiment had three biological replicates. The x-axis represents different genotypes. The y-axis represents the percentage ratio of Pros+ GFP+ cells to the total number of Pros+ cells in a section of the R4 midgut region. Statistics in B and C were performed using the Wilcoxon test (ns = not significant, \*p < 0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001).

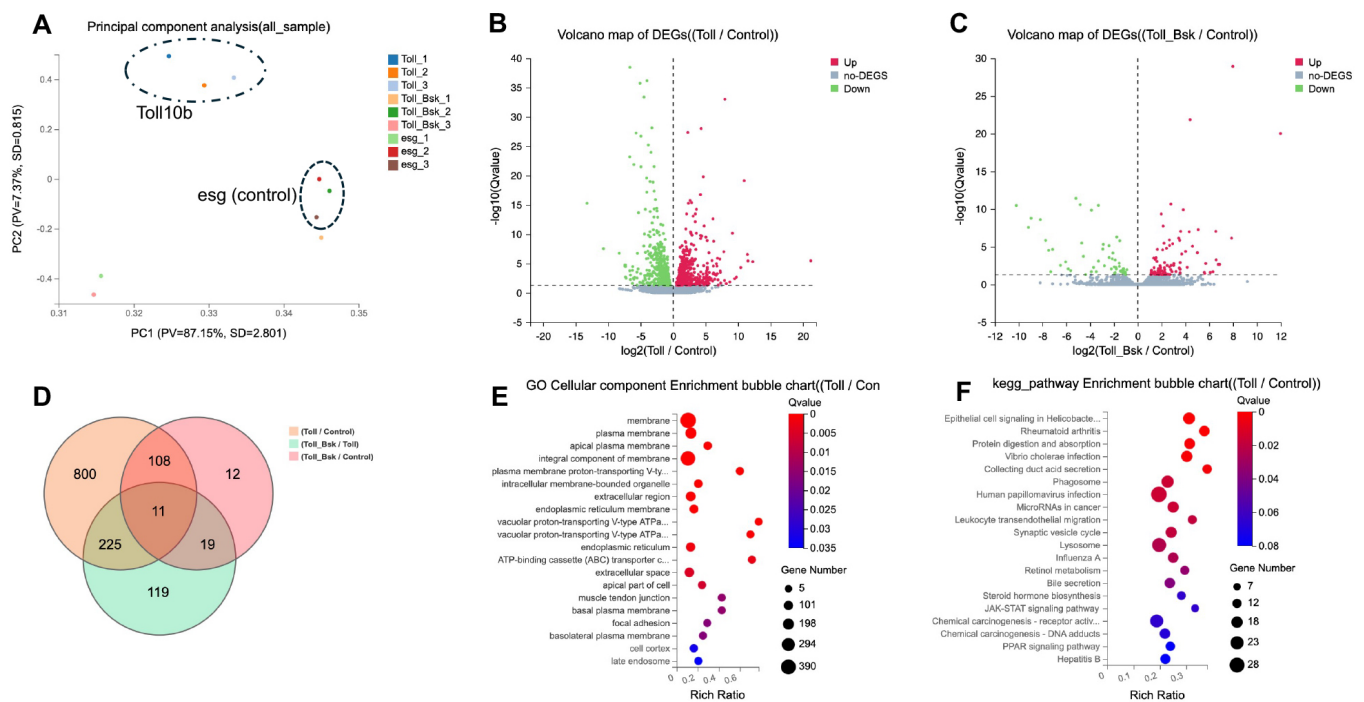

**Fig. S5. Transcriptional signatures in Toll<sup>10b</sup>-mediated intestinal dysplasia.** (A) Transcriptomic analysis (bulk RNAseq of whole 20day old guts). Gene expression shown is an average of three biological repeats. PCA showed that all repeats for Toll10b (Toll\_1 to Toll\_3) and control (esg\_1 to esg\_3) fell within the statistical range to be able to merge each into one dataset (Toll or control). In contrast only two of the repeats of the Toll\_Bsk condition (Toll\_Bsk\_2 and 3) had that statistical range while Toll\_Bsk\_1 was an outlier and was not included in the analysis. (C) Differentially expressed genes (DEGs) between esg/Toll<sup>10b</sup> and esg/control, (D) DEGs between esg/Toll\_Bsk and esg/control, (E) Venn diagram with common DEGs between one, two or all three conditions, (F) GO terms for cellular components, (G) KEGG pathway enrichment chart. See Table S1 for top 20 DEGs between esg/Toll<sup>10b</sup> and esg/control and Table S2 for all DEGs across all conditions.

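The deposited average FPKM of the Toll_Bsk condition equals the mean of all 3 libraries for every gene, within 0.02 FPKM. It equals the mean of replicates 2 and 3 for 149 of the 7569 genes with an average above 1 FPKM. On log2(FPKM + 1), Toll_Bsk replicate 1 was 53.6 from replicate 2 and 74.6 from replicate 3, and replicates 2 and 3 were 93.8 apart. The mean distance between libraries of the same genotype was 44.4 in Toll10b and 60.7 in control. Toll_Bsk replicate 1 had mean distances of 69.5 to the controls and 65.4 to the Toll10b libraries. In a principal component analysis with the libraries as variables, as the loadings of Fig. S5A read, the first component held 87.2% and the second 7.37% of the variance of the FPKM. The loadings on the second component were -0.464 for Toll_Bsk replicate 3, -0.235 for replicate 1 and -0.05 for replicate 2, and -0.390 for control replicate 1, the lowest of the controls.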

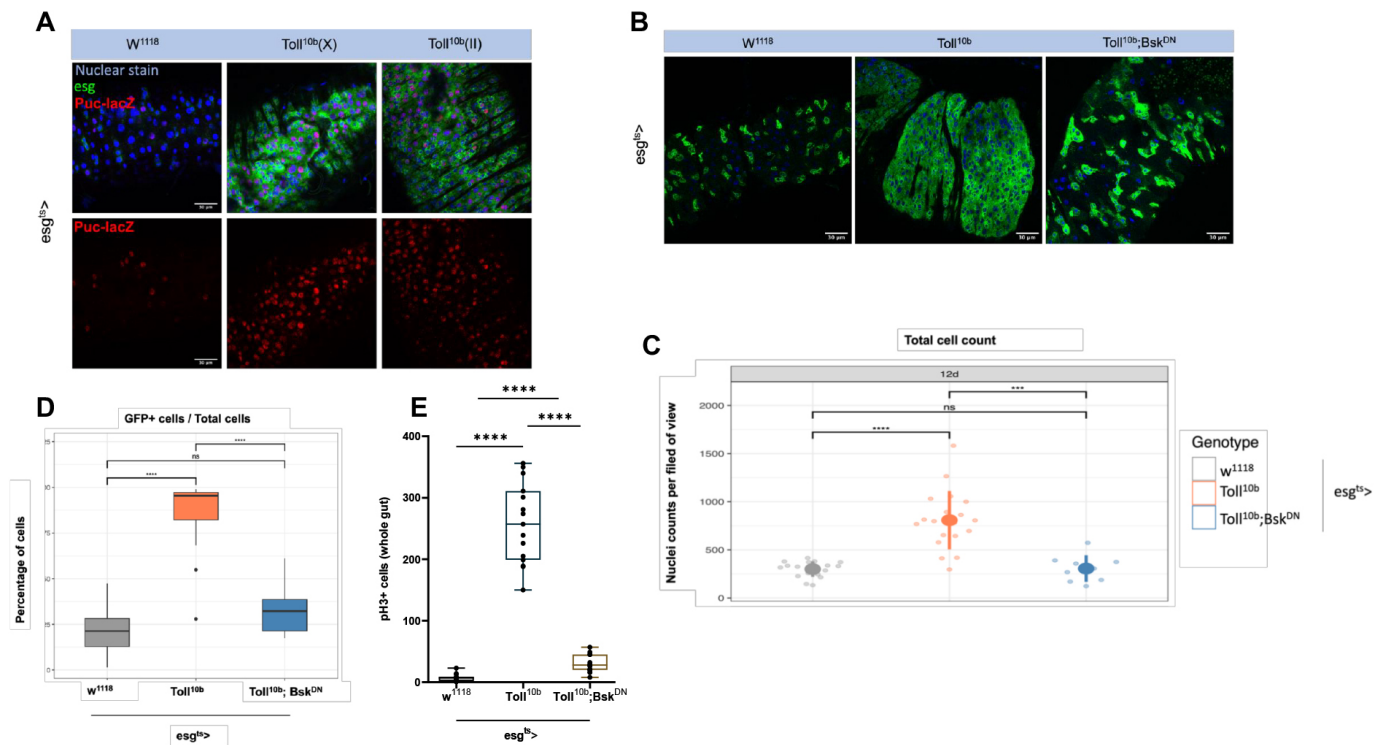

**Fig. S6. Effects of Toll activation in intestinal progenitors are mediated by JNK.** (A) A *puc* expression reporter (*puc-lacZ*), a transcriptional target of the JNK pathway, exhibited increased activity in Toll<sup>10b</sup> guts. However, concomitant expression of Toll<sup>10b</sup> and a dominant negative form of JNK (Bsk<sup>DN</sup>) suppressed (B) the expansion of progenitor cells, (C) reducing the total number of cells and (D) the ratio of GFP+/total cells as well as (E) the number of pH3+ cells. In all cases, Toll<sup>10b</sup>; bsk<sup>DN</sup> flies were statistically indistinguishable from the control. Statistical comparisons were performed with one-way ANOVA (ns = not significant, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001).

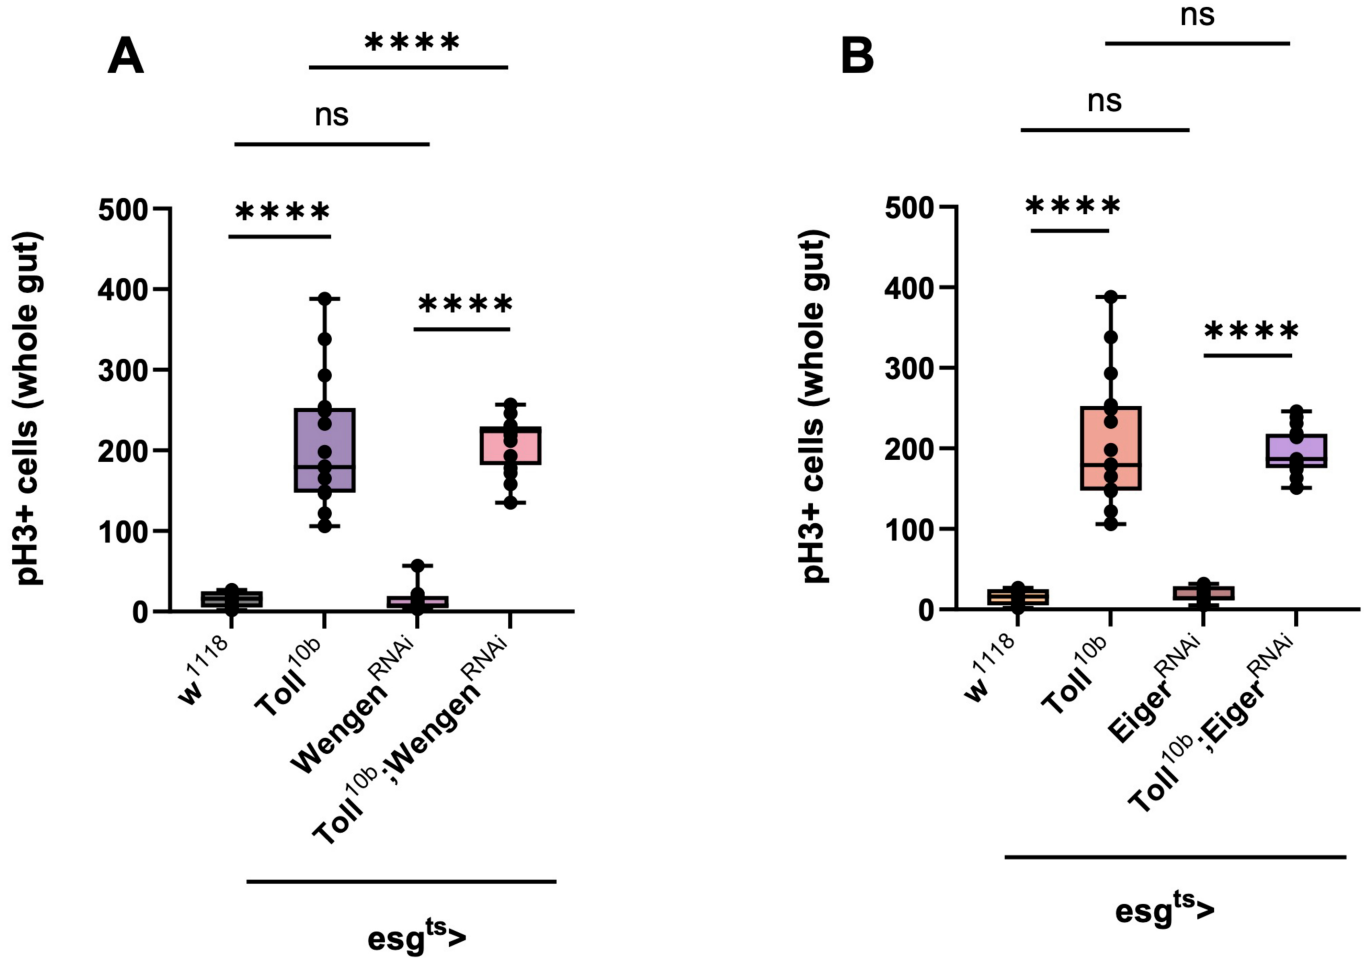

**Fig. S7. Wengen-RNAi and Eiger-RNAi do not block *Toll*<sup>10b</sup>-mediated expansion of progenitor cells or ISC mitosis. (A)** Depletion of the JNK receptor *wengen* in the context of *Toll*<sup>10b</sup> expression did not reduce ISC mitosis (pH3+ cells). **(B)** Similarly, depletion of the JNK ligand *eiger* did not suppress *Toll*<sup>10b</sup>-mediated ISC mitosis (pH3+ cells). The y-axis represents the total number of pH3+ per midgut. Statistical analysis was performed using the Mann-Whitney test (\*\*p<0.01, \*\*\*p<0.001). Controls in both panels are the same as the experiments were done at the same time, side by side.

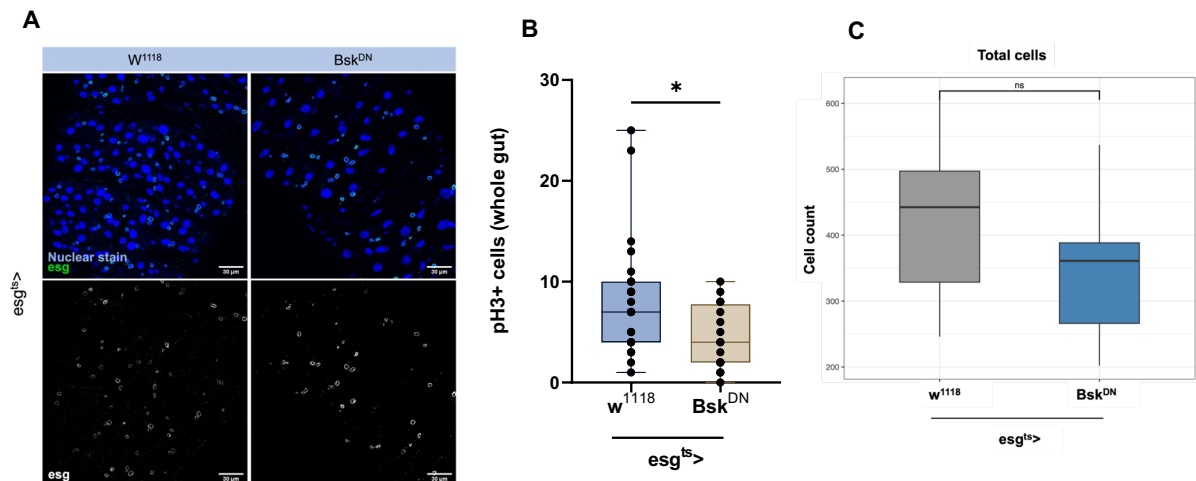

**Fig. S8. JNK depletion did not significantly alter epithelial renewal in homeostatic conditions.** **(A)** Single confocal frame of posterior midguts (R4 region) of control ( $w^{1118}$  crossed with  $esg^{ts}$ ) and  $esg^{ts}; UAS-bsk^{DN}$  stained for GFP (green, ISCs and EBs), DAPI (blue, nuclei) (upper panel). The lower panel represents GFP+ cells in white. Scale bar = 30 $\mu$ m. **(B)** Quantification of pH3+ cells from whole guts of 10-day old female control ( $esg^{ts}$  crossed with  $w^{1118}$ ) (n=23) and  $esg^{ts}; UAS-bsk^{DN}$  (n=16) flies. This experiment had three replicates. The x-axis represents different genotypes. The y-axis represents the number of pH3+ cells present in the whole gut. Statistically were performed using the Mann-Whitney test (ns = not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001). **(C)** Quantification of total number of cells present in a midgut region of 10-day old female control ( $esg^{ts}$  crossed with  $w^{1118}$ ) (n=30) and  $esg^{ts}; UAS-bsk^{DN}$  (n=35). Presented are the cumulative results of three independent experiments. Y-axis represents the total number of cells in a section of the R4 midgut region. Statistically were performed using the Wilcoxon test (ns = not significant).

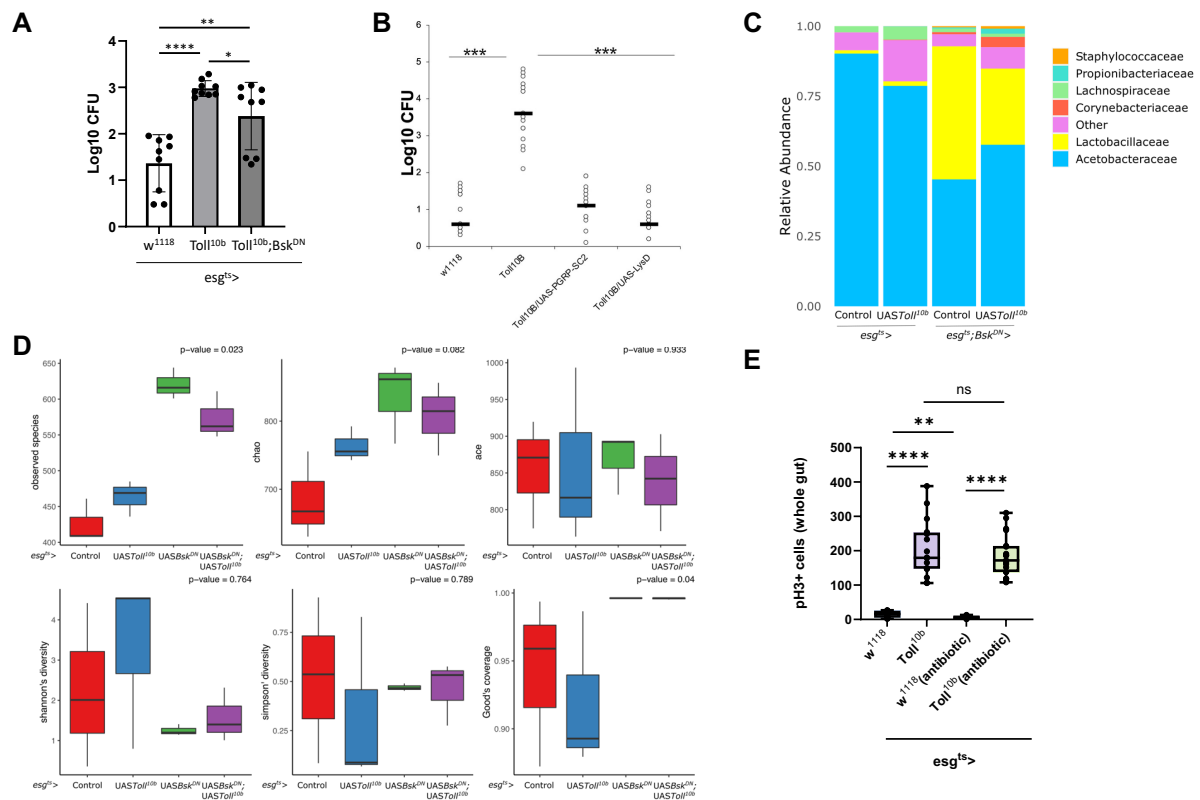

**Fig. S9. Toll activation and interaction with intestinal microbiota. (A)** Microbial densities in Colony Forming Units (CFUs) on plating 10d old female fly guts from control (*esg<sup>ts</sup>* crossed with *w<sup>1118</sup>*), *esg<sup>ts</sup> > UAS-Toll<sup>10b</sup>* and *esg<sup>ts</sup> > UAS-Toll<sup>10b</sup>; UAS-Bsk<sup>DN</sup>* (n=15). Student's t-test was used for statistical analysis (ns = not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001). **(B)** Increase of gut bacterial CFUs in *Toll<sup>10b</sup>* was suppressed with co-activation of the amidase PGRP-SC2 or Lys-D (\*\*\*p<0.001). **(C)** Relative abundance of 16S rRNA gene sequences of intestinal bacterial families. **(D)** Measures of diversity such as the total number of observed bacterial species as well as alpha-diversity indexes such as the Shannon and Simpson indexes showed that the various genotypes were statistically indistinguishable at the level of bacterial family diversity. **(E)** The number of pH3+ cells in conventionally reared *esg<sup>ts</sup>* and germ-free (antibiotic) *esg<sup>ts</sup>-GAL4* crossed with *w<sup>1118</sup>* and *esg<sup>ts</sup>-GAL4 > UAS-Toll<sup>10b</sup>* flies. Statistical significance tests were performed using the Mann-Whitney test (\*\*p<0.01, \*\*\*\*p<0.0001). No significant difference (ns) was observed in the number of pH3+ cells in *Toll<sup>10b</sup>* flies regardless of the presence of gut bacteria.

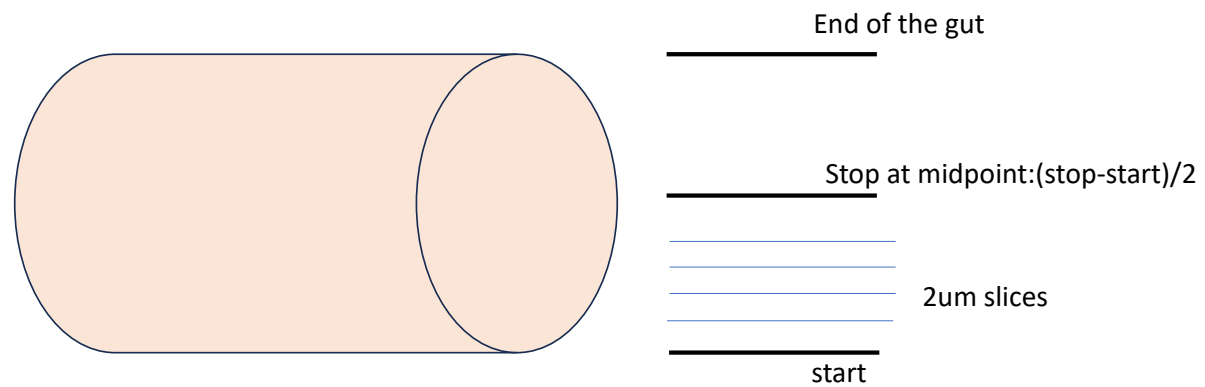

**Fig. S10. Representation of z-stacks taken for the gut samples.** The start and stop points were taken using the objective. The midpoint of the gut was calculated using:  $(\text{stop} - \text{start})/2$ . 2um thick z-stacks were taken from start to the midpoint (ending at the lumen).

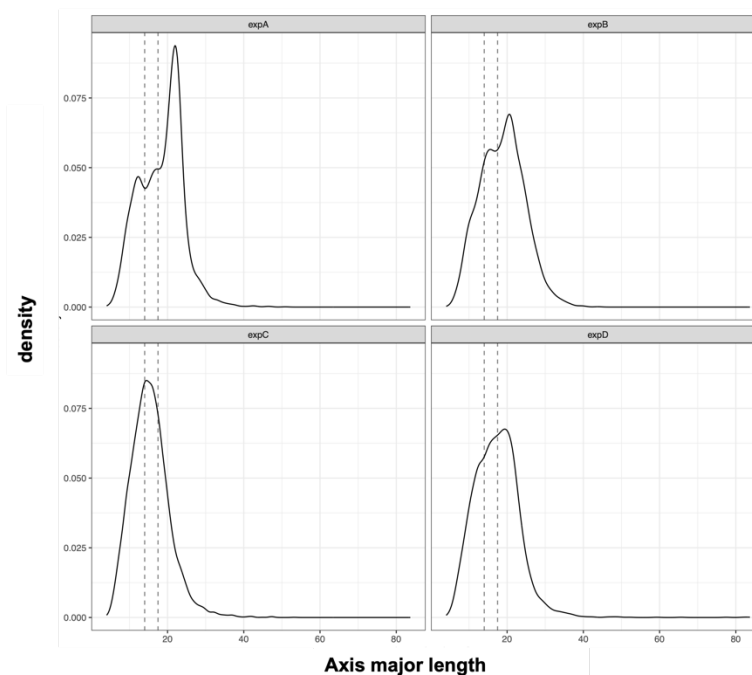

**Fig. S11. Histograms for density of nucleus and major axis length.**

The figure represents different histograms obtained using different samples from control (*esg<sup>ts</sup>* crossed with *w<sup>1118</sup>*) fly midguts. 10-day old flies with stained nuclei were imaged using confocal microscopy and 2um thick z-stacks were obtained. The 3D volumes of the nuclei were quantified, and the major axis length was plotted against density (number of nucleus with that axis length).

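For each gene of the list of leading DEGs, the share of the Toll10b change that remained in a Toll_Bsk library was computed on log2(CPM + 0.5), with 0% at the control mean and 100% at the Toll10b mean. The study's column on JNK holds YES for 23 genes and NO for 17. In Toll_Bsk replicates 2 and 3 the mean share that remained was 13.7% for the genes with YES and 55.4% for those with NO (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). With all 3 libraries it was 20.7% and 68.4%. In replicate 2 the shares were 41.3% and 93.1%, in replicate 3 they were -13.9% and 17.8% (permutation test, two-sided, p = 0.0105), and in replicate 1 they were 34.7% and 94.3%. Over replicates 2 and 3 all 23 genes with YES and 8 of the 17 with NO were below 50%, against 13 and 0 in replicate 2 alone and 23 and 13 in replicate 3 alone. The genes are not independent of each other, and the data from which the column was filled are not given in the sources used here. Of the genes with YES 16 fall and 7 rise in Toll10b, and of those with NO 4 fall and 13 rise. In the test of Toll_Bsk against Toll10b 23 of 23 and 16 of 17 moved back towards the control, and none was a DEG by edgeR. Both comparisons use the same Toll10b libraries, and in 20 simulations without a change between Toll_Bsk and Toll10b a mean of 60.2% of the DEGs did so. These simulations called more DEGs between Toll10b and control than the data, a mean of 1811, so 60.2% is only a rough baseline.

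**Figure D5:**
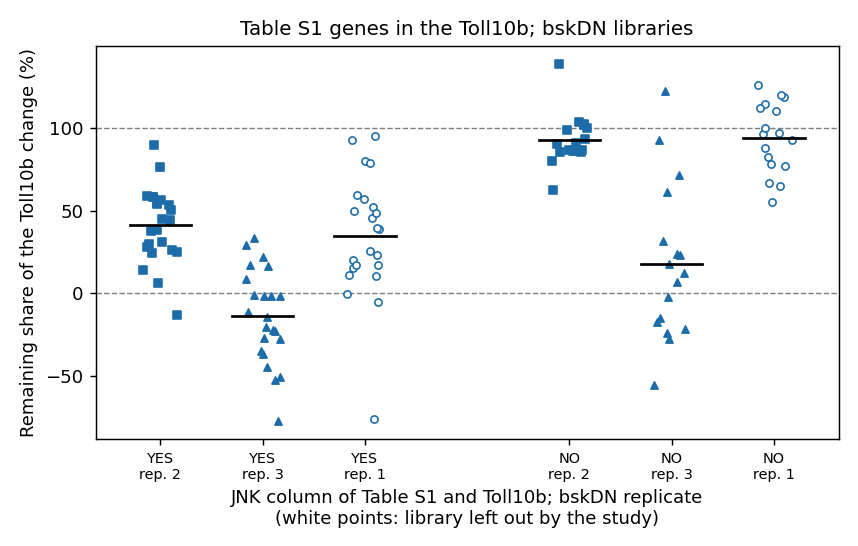
Remaining share of the Toll10b change (%) of each gene of Table S1 in each Toll10b; bskDN (Toll_Bsk) library, by the study's JNK column, with 0 at the control mean and 100 at the Toll10b mean. Points are genes, white for the library left out by the study, and the black line is their mean, which in replicate 2 is 41.3% for YES and 93.1% for NO.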

**Table S1.** Top 20 DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

| Upregulated gene (Toll10B vs. control) | Function                                                           | Suppressed by JNK? | Downregulated gene (Toll10B vs. control) | Function                                 | Alleviated by JNK? |
|----------------------------------------|--------------------------------------------------------------------|--------------------|------------------------------------------|------------------------------------------|--------------------|
| <i>Hdly</i>                            | Females post-mating                                                | NO                 | <i>mwh</i>                               | Inhibits actin polymerisation            | YES                |
| <i>Dph1</i>                            | Histidine modification                                             | NO                 | <i>LysE</i>                              | lysozyme                                 | YES                |
| <i>CG33346</i>                         | Endonuclease                                                       | NO                 | <i>LysB</i>                              | lysozyme                                 | YES                |
| <i>CG1304</i>                          | Serine protease                                                    | NO                 | <i>LysD</i>                              | lysozyme                                 | YES                |
| <i>dysf</i>                            | Transcription factor (cell migration)                              | NO                 | <i>PGRP-SC2</i>                          | amidase                                  | NO                 |
| <i>Pi3kB2</i>                          | Kinase (cell proliferation)                                        | NO                 | <i>CG9825</i>                            | Membrane transporter (amino acids)       | YES                |
| <i>Akt</i>                             | Kinase (cell proliferation)                                        | NO                 | <i>Jon99Ci</i>                           | Serine protease                          | YES                |
| <i>Upd3</i>                            | Cytokine ISC prolif(JAK/STAT)                                      | NO                 | <i>Jon65Aii</i>                          | Serine protease                          | YES                |
| <i>Pvf2</i>                            | VEGF-related (ISC proliferation)                                   | NO                 | <i>CG6295</i>                            | Lipase                                   | YES                |
| <i>Swim</i>                            | Wg signalling (secreted signal)                                    | NO                 | <i>CG33965</i>                           | Lipid transferase                        | NO                 |
| <i>cv-2</i>                            | Binds to BMP receptors to regulate signalling                      | NO                 | <i>CG6296</i>                            | Triacylglycerol lipase                   | YES                |
| <i>Tsp42Ea</i>                         | Tetraspanin (cell membrane)                                        | YES                | <i>Cyp4d1</i>                            | Cytochrome P450 4d1 (hormone metabolism) | NO                 |
| <i>CG18179</i>                         | Serine protease                                                    | YES                | <i>Cyp4d8</i>                            | Cytochrome P450 4d8 (hormone metabolism) | NO                 |
| <i>Annexin B11</i>                     | Calcium dependent phospholipid binding (signalling, cell movement) | NO                 | <i>CG14219</i>                           | Acyltransferase                          | YES                |
| <i>wun2</i>                            | Lipid phosphate phosphatase (lipid transport)                      | YES                | <i>CG14205</i>                           | Acyltransferase                          | YES                |
| <i>CG31077</i>                         | Chitin binding                                                     | YES                | <i>Mdr50</i>                             | ABC transporter                          | YES                |
| <i>axed</i>                            | Transcription factor (cell/neuron maintenance)                     | NO                 | <i>CG6834</i>                            | Myosin binding                           | YES                |
| <i>Tsp42Em (lbn)</i>                   | Tetraspanin (cell junctions)                                       | YES                | <i>CG8560</i>                            | Carboxypeptidase                         | YES                |
| <i>Mes2</i>                            | Transcription factor (ecdysis)                                     | YES                | <i>Srr</i>                               | Amino acid catabolism                    | YES                |
| <i>dAGPS</i>                           | alkylglycerone-phosphate synthase (lipid metabolism)               | YES                | <i>CG9682</i>                            | Unknown                                  | YES                |

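Of the 23 genes of the aging-related list, 20 were tested between Toll10b and control and 11 were DEGs, 5 higher and 6 lower. DESeq2 called 21, and leaving out single libraries gave 3 (without control replicate 3) to 12 (without control replicate 1). The smallest p were those of *Pi3K21B* and of *GstE9*, which was picked after its values were seen and had a log2 fold change of -1.50 (adjusted p = 0.00486).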

**Table S2.** Aging-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

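The list of amino acid metabolism holds 26 genes, of which 25 were tested and 19 were DEGs, 4 higher and 15 lower. DESeq2 called 26, and leaving out single libraries gave 4 (without Toll10b replicate 1) to 19 (without control replicate 2).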

**Table S3.** Amino acid metabolism DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

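Among 68 cancer-related genes 67 were tested, and 50 were DEGs, 32 higher and 18 lower in Toll10b, while DESeq2 called 68. Leaving out single libraries gave 23 (without control replicate 3) to 49 (without control replicate 2). The median log2 fold change of the genes tested was 0.90. *Ugt37A3*, the gene with the smallest p and picked after its values were seen, fell from 22.3 to 1.62 CPM (log2 fold change -3.81, adjusted p = 0.00112).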

**Table S4.** Cancer-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

**Table S5.** Carbohydrate metabolism-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

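All 34 genes of the carbohydrate list were tested, and 21 were DEGs, 5 higher and 16 lower in Toll10b, against 34 by DESeq2. The count was 11 (without Toll10b replicate 1) to 24 (without control replicate 2) with single libraries left out. *Sodh-1*, picked after its values were seen, fell from 58.5 to 7.60 CPM (log2 fold change -2.96, adjusted p = 0.00486).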

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

**Table S6.** Cell growth and death-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

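All 40 genes of the list on cell growth and death were tested, and 28 were DEGs, 22 higher and 6 lower in Toll10b. DESeq2 called 40, and leaving out single libraries gave 6 (without Toll10b replicate 1) to 31 (without control replicate 2). *Traf4*, picked after its values were seen, rose from 3.49 to 23.8 CPM (log2 fold change 2.81, adjusted p = 0.00582).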

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

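Of 23 genes on development and regeneration, 22 were tested and 14 were DEGs, 11 higher and 3 lower in Toll10b. DESeq2 called 23, and leaving out single libraries gave 8 (without control replicate 3) to 17 (without control replicate 2). *piwi*, picked after its values were seen, rose from 0.419 to 4.07 CPM (log2 fold change 3.15, adjusted p = 0.00486).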

**Table S7.** Development and regeneration-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

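The digestion list holds 50 genes, of which 49 were tested and 36 were DEGs, 11 higher and 25 lower in Toll10b. DESeq2 called 49, and leaving out single libraries gave 18 (without Toll10b replicate 1) to 40 (without control replicate 2). The median log2 fold change of the genes tested was -1.58.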

**Table S8.** Digestion-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

**Table S9.** Endocrine-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

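Of the 50 endocrine-related genes, 46 were tested and 26 were DEGs, 17 higher and 9 lower in Toll10b, against 48 by DESeq2. Leaving out single libraries gave 6 (without Toll10b replicate 1) to 32 (without control replicate 2). *Pkc53E*, picked after its values were seen, fell from 2.15 to 0.215 CPM (log2 fold change -3.25, adjusted p = 0.00520).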

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

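All 25 genes of the energy metabolism list were tested, and 19 were DEGs, 2 higher and 17 lower in Toll10b. DESeq2 called 25 and the limma trend test on log2(FPKM + 1) 9. Leaving out single libraries gave 2 (without Toll10b replicate 1) to 18 (without control replicate 2). *ND-13B* rose from 18.6 to 54.9 CPM (log2 fold change 1.57) and *Vha100-4* fell from 366 to 64.2 CPM (log2 fold change -2.52), both with an adjusted p of 0.00662 and both picked after their values were seen.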

**Table S10.** Energy metabolism-related DEGs (*esg<sup>ts</sup>/Toll<sup>10B</sup>* vs. *esg<sup>ts</sup>/w<sup>1118</sup>* control) and their functions.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204794#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

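RNA of whole guts of 20-day-old flies was sequenced by the authors in 9 libraries, 3 each of control, Toll10b and Toll10b with bskDN (Toll_Bsk, the name in the legend of Fig. S5 and in the deposited labels). The reads were paired, 150 bases long. The authors deposited one table with a line per gene and 4 kinds of value per library. The expected counts are the authors' estimated numbers of reads per gene, and 95.4% to 96.5% of them were whole numbers within 0.005. The FPKM and TPM values were computed by the authors, as the header of the table names them, and the TPM of each library sum to 1000000. The normalized signal was made by the authors from the expected counts divided by a size factor per library, as the deposited values show. The deposited averages per genotype were used only to see which libraries they hold. The aligner, the counting tool, the genome build and the test behind the study's DEGs are not given in the sources used here.

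Samples were assigned to genotypes and replicates from the deposited labels and the paper. Toll_Bsk replicate 1 was left out of the comparisons, as the legend of Fig. S5 states, and the values with all 9 libraries were computed beside them. Expected counts were rounded to whole numbers. Genes were filtered with filterByExpr, scaled by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in the libraries of the 2 genotypes compared, with p adjusted by Benjamini-Hochberg over all genes tested. A gene was called a DEG at an adjusted p of 0.05 or less, without a minimum fold change. SE of log2 fold changes were taken from the quasi-likelihood F. The plan was fixed before the data were examined. It named a limma trend test on FPKM for a table without counts and edgeR for a table with counts, and the second was used because the table holds expected counts. The libraries, the filters, the thresholds, the gene lists and the alternatives were also chosen before the data were examined, apart from 3 alternatives that were added after the values were seen.

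Genes named in the text were those the study names for this experiment, those of Table S1, members of the gene lists, and for each comparison the 5 largest rises and 5 largest falls among DEGs whose libraries do not overlap. Genes outside this rule were chosen after their values were seen. For a gene without a read in a group, the fold change is given as a limit against 3 reads over the group, and for 1 to 3 reads as a ratio with a 95% counting interval. These limits and intervals cover counting error only. Gene lists were tested with fry of limma 3.58.1, and with camera under a preset and an estimated correlation, adjusted over the lists. The lists cover lysozymes, amidases, antimicrobial peptides, the Toll, JNK, JAK/STAT and Akt/TOR pathways, the cell cycle, progenitor, enterocyte, enteroendocrine, fat body and muscle markers, heat shock genes and V-ATPase genes. Lists of bomanins, ovary and testis markers had too few genes above the filter for a test, and the list of Malpighian tubule markers was not tested. Distances between libraries and principal components were computed on log2(FPKM + 1), with an exact permutation test over the 10 splits of 6 libraries. The share of the Toll10b change used log2(CPM + 0.5).

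Fat body markers (4 of 9 listed genes tested) had a mean log2 fold change of -0.96 between Toll10b and control (fry, adjusted p = 0.291). Muscle markers (10 of 13) had a mean of -0.40 (fry, adjusted p = 0.236). Of 16 ovary genes 12 were in the table and 1 was above the filter, and of 10 testis genes 4 were in the table, none above 0.153 CPM. Of 6 Malpighian tubule genes, 3 were above the filter.

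Alternatives were no count filter, a mean FPKM of at least 5, median-of-ratios size factors, limma trend tests on log2 FPKM with 3 pseudocounts and with quantile normalization, one fit of the 3 genotypes, all 9 libraries, array weights, the replicate number as a block, DESeq2 1.42.0, stricter thresholds and leaving out each library. The tests were run on simulated data with 200 changed genes, all with large fold changes. Between Toll_Bsk and Toll10b edgeR recovered 95.5% of them with 12 false calls and DESeq2 97.5% with 47. In the comparison of Toll10b with control DESeq2 made 22 false calls, and in that of Toll_Bsk with control 30. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. GO and KEGG enrichment, microscopy, survival and lineage data were not analysed here.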

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

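Of the tests in this part, those of a control library under another label, of fewer cells carrying the transgenes, of more of the bsk transgene, of the paralogs, of fat body, of the Toll10b stock, of the Malpighian tubules and of reads shared by *mwh* and the lysozymes were chosen only after the results were seen.

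Toll_Bsk replicate 1, which the study left out, held 59.5% of the Toll10b change over 800 genes, close to replicate 2 (66.0%) and far from replicate 3 (1.12%). Lower depth of replicate 3 was tested by thinning to its 4410918 reads all libraries but control replicate 2, which has fewer, after which the smaller share of replicates 1 and 2 was 59.6%, so depth alone would not move a library this far. Without the 16 most abundant genes the share of replicate 3 was 2.25%, which excludes a few genes taking most of its counts. *Tl* was at 85.5 CPM in replicate 3, which excludes a control library under another label. In replicate 3 *Tl* was 0.954 times the mean of replicates 1 and 2 and within the range of the other libraries with the transgene, which excludes fewer cells carrying the transgenes as the whole cause. As a part of it they stay open, since the markers disagree. The mean of the progenitor marker list was lowest in replicate 3, but *esg* was 1.55 times the mean of replicates 1 and 2 there. *bsk* was 0.494 times the mean of replicates 1 and 2, which excludes more of the bsk transgene in replicate 3. What sets replicate 3 apart remains open.

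*MtnD* had no read in Toll10b and was at least 312-fold higher in control (204-fold without control replicate 3). With 1 read in Toll10b, *ninaD* was lower by a ratio of 10711 (5342 without control replicate 1). *CG5892*, with 15 reads in Toll10b, was lower by a ratio of 96.1. *to* was at least 1117-fold and *CG1124* at least 665-fold higher in Toll10b than in control, limits that were 214-fold and 178-fold without Toll10b replicate 2. None of these 5 genes is discussed in the text of the study. For *to*, *CG1124* and *CG31077*, variation between libraries unrelated to genotype was tested with the 81 other groupings of 3 libraries against 6, of which 0 gave as many such genes. Fat body carried over in the Toll10b dissections stays open. The log2 ratio of the yolk protein genes was -0.86 for Toll10b over control, but among the Toll10b libraries they were highest in replicate 2 (92.8 CPM), which also held most reads of *to*, while control replicate 3, at 113 CPM, had no read of *to*. A variant of the Toll10b stock against the reference stays open for *MtnD*, and for *CG1304* as well. *MtnD* had only 2 reads in the 3 Toll_Bsk libraries, and *CG1304*, with 1 read in the controls, was high in both genotypes with Toll10b. The 4 other metallothionein genes *MtnA*, *MtnB*, *MtnC* and *MtnE* were called lower in Toll10b too. In Toll_Bsk (replicates 2 and 3) against control their log2 fold changes were -0.73, -2.13, -2.36 and -2.27, and none was called. Their fall cannot decide the question, since a variant at *MtnD* would not keep other genes from falling.

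*Unc-115b* was 653 times lower in Toll_Bsk than in control, with 12 reads in the 3 Toll_Bsk libraries, all of them in replicate 1. *CG7900* was at least 106-fold and *p24-2* at least 249-fold lower (122-fold without control replicate 1). Variation between libraries unrelated to genotype is excluded, because 0 of the 81 other groupings gave as many such genes. Reads shared with the paralogs are excluded for *Unc-115b*, since between Toll10b and all 3 Toll_Bsk libraries *Unc-115a* changed by -84.5 CPM and took up none of the loss. Against control it did not rise either, with means of 290 CPM in control and 276 CPM in Toll_Bsk. The test of a variant of the bskDN stock against the reference found 0 pairs of such genes within 10 genes of each other, which cannot tell that explanation from others. The test cannot see a variant that affects a single gene.

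The number of DEGs between Toll10b and control was reached by 1 split of the 6 libraries out of 10, the real one, and so was the number of gene lists, by 1 split of 10. The counts with all 3 Toll_Bsk libraries were each reached by 1 split of 10 as well, against control and against Toll10b (1 split). The largest other split gave 0 genes, 1 list, 3 genes and 0 genes in this order. With 10 splits chance cannot be excluded by this test for any of these 4 counts. In 20 simulations with all genotypes unchanged, edgeR called at most 1 gene between Toll10b and control, against 800. This argues against chance for that count, as far as the simulated spread holds.

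Genes changed in Toll10b and changed back in Toll_Bsk could come from the shared Toll10b libraries. In simulated libraries DESeq2 shared at most 7 genes between both comparisons, against 219 observed. By edgeR 0 genes were shared, against at most 1 in simulated libraries, so its counts show no excess. Toll10b libraries left out in turn kept at least 73.3% of the Toll10b change and the Toll_Bsk libraries at most 66.0%. The first shares rest on other DEGs and means than the second, and the nearest values lie close together. They therefore do not exclude the shared Toll10b libraries as the only source.

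Genes of the Malpighian tubules were higher in control replicate 2. Of the 6 genes of the list 5 were highest there, on 12 to 33 reads each, which restates the pattern and does not test Malpighian tubule tissue carried over in control replicate 2. *mwh* fell together with the lysozyme genes that lie within its span, and reads of the lysozyme genes counted for *mwh* could contribute. The ratio of *LysB* to *mwh* varied 6.54-fold between libraries, which does not settle the question, since *LysD* is the more abundant gene. *LysD* and *mwh* were both highest in Toll_Bsk replicate 3, at 32946 and 89.3 CPM, and both were low in Toll10b. Among the Toll10b libraries, however, *LysD* was highest in replicate 2 (2754 CPM), where *mwh* was lowest (2.01 CPM).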

How the results depend on the processing

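The alternatives with all 9 libraries in one fit, DESeq2 with all 9 libraries, and Toll_Bsk replicates 1 and 2 are tests chosen only after the results were seen. The counts are given in the order Toll10b against control (800 DEGs), Toll_Bsk against control (8), Toll_Bsk against Toll10b (5), DEGs of the first comparison alone (794) and DEGs shared by the first and the last only (0), with those left out that stayed close. The cause was not tested for any of these changes.

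Without a count filter 41 genes were called between Toll_Bsk and control, 29 between Toll_Bsk and Toll10b, and 13 were shared. With a mean FPKM of at least 5, 4 genes were called between Toll_Bsk and control. The limma trend test on log2(FPKM + 1) gave 1595, 32, 43, 1551 and 24, with a pseudocount of 0.5 it gave 1628, 34, 45, 1581 and 25, and with 0.1 it gave 1648, 32, 22, 1611 and 14. On quantile-normalized values 9 genes were called between Toll_Bsk and Toll10b and 1 was shared. One fit of the 3 genotypes gave 161, 26, 16, 141 and 7.

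All 9 libraries gave 33 DEGs against control, 19 against Toll10b and 8 shared. Array weights gave 5 and 0, where 1133 genes had an unadjusted p under 0.05. DESeq2 gave 1205, 76 and 370, with 219 shared. The added alternatives gave 197, 68, 39, 142 and 18 (all 9 libraries in one fit), 169 and 384 with 225 shared (DESeq2 with all 9 libraries) and 291, 90, 529 alone and 43 shared (Toll_Bsk replicates 1 and 2). At an adjusted p of 0.01 or less the counts were 161, 3, 0 (1280 at an unadjusted p under 0.05) and 159.

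The replicate number is shared between genotypes in the labels. With it as a replicate block, 32 genes were called between Toll_Bsk and control, 89 between Toll_Bsk and Toll10b, and 61 were shared. Libraries of the same number had correlations between -0.217 and 0.364 with a mean of 0.0640, and those of different numbers between -0.344 and 0.307 with a mean of -0.0308.

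With libraries left out in turn, the count between Toll10b and control ran from 245 (without Toll10b replicate 1) to 1017 (without control replicate 2), and it was 292 without control replicate 3 and 394 without Toll10b replicate 2. Between Toll_Bsk and control it ran from 0 (without control replicate 1 or 3) to 14 (without Toll_Bsk replicate 3), with 2 without control replicate 2. Between Toll_Bsk and Toll10b it ran from 0 (without any Toll10b replicate) to 1235 (without Toll_Bsk replicate 2), with 19 without Toll_Bsk replicate 3. Where 1 Toll_Bsk library is left, the lone sample is assumed to vary like the others. DEGs of the first comparison alone ran from 240 (without Toll10b replicate 1) to 1015, with 292, 389, 529 and 364 without control replicate 3, Toll10b replicates 2 and 3 and Toll_Bsk replicate 2. Shared DEGs ran from 0 to 430 (without Toll_Bsk replicate 2), with 6 without Toll_Bsk replicate 3 and 1 without control replicate 2. Table S1 kept 38 to 40 of its genes, and the ratio of distances ran from 1.45 to 1.83.

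Fry called 8 gene lists between Toll10b and control. Leaving out libraries gave 1 (without Toll10b replicate 1) to 9 (without control replicate 1), with 3 without control replicate 3 and 4 without Toll10b replicate 2. Camera with an estimated correlation called 0. Between Toll_Bsk and Toll10b fry called 0 with or without each library, and camera with a preset correlation called 5, which were the lysozymes, the cell cycle, enterocyte and muscle markers and the V-ATPase.

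Of 89 followed gene results, 67 were called and 32 of these were called under every alternative. Of 54 called between Toll10b and control, 45 were called without each library in turn. Of 1808 gene results under alternatives 1569 were the same, 153 lost a call, 75 gained one and 11 changed direction, and of 285 list results 231 were the same. No called result changed direction. Size factors in place of TMM moved the median log2 fold change between Toll10b and control by -0.005.

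Single genes that changed direction were not called in the settings where they did. Between Toll10b and control *CG7900* was -0.17 without control replicate 1 and -0.0254 without Toll10b replicate 1 (range -0.17 to 0.31), and *p24-2* was 0.20 without control replicate 1 (range -1.16 to 0.20). Between Toll_Bsk and Toll10b *Tl* was 0.0256 with all 9 libraries, 0.0140 with array weights, 0.0542 with all 9 in one fit, 0.0155 with DESeq2 on all 9 and 0.0478 with Toll_Bsk replicates 1 and 2, and with libraries left out it ran from -0.28 to -0.00605. *PGRP-SC2* was -0.17 without Toll_Bsk replicate 3 (range -0.17 to 1.42), and *kay* was 0.0595 without that library and 0.0942 with replicates 1 and 2 (its lowest was -1.45).

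Between Toll10b and control the mean of the enteroendocrine markers was 0.0404 without control replicate 3 (its lowest was -0.12). Between Toll_Bsk and Toll10b, where no list was called by fry, the antimicrobial peptides were at 0.29 with the replicate block and 0.12 without Toll10b replicate 1 (range -2.06 to 0.12). The JNK pathway was at -0.0255 with the block, -0.0108 without Toll10b replicate 3 and -0.71 without Toll_Bsk replicate 2 (range -0.71 to 0.24). The Toll pathway was at 0.0354 without Toll10b replicate 2 and 0.10 without Toll_Bsk replicate 3 (range -0.75 to 0.10). The heat shock genes were at -0.0382 without Toll10b replicate 3 and -0.00597 without Toll_Bsk replicate 2 (their highest was 1.76), and the Akt/TOR pathway at -0.0164 without the latter (its highest was 0.19). Without Toll_Bsk replicate 3 the amidases were at -0.29 (range -0.29 to 1.13), JAK/STAT at 0.26 (range -2.61 to 0.26), the enteroendocrine markers at -0.0753 (their highest was 0.38) and the fat body markers at -1.55 (range -1.55 to 2.14).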

Differences from the paper's values

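The paper's own tool and thresholds for DEGs are not given in the sources used here. The alternative DESeq2 with all 9 libraries, named in this part, is a test chosen only after the values were seen.

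The paper gives 225 DEGs in common, which Fig. S5D places in the overlap of Toll10b against control with Toll_Bsk against Toll10b, and 0 were found in that overlap here. Of 22 alternatives fixed before the data were examined only DESeq2 came close, with 219, and the others did not, in a range of 0 to 430. DESeq2 with all 9 libraries gives 225 there, beside 849 unique to Toll10b against control where the paper has 800, and it drops 0 of the 40 genes of Table S1 and 3 of the 219 genes of Tables S2 to S10 (*CG10096*, *Hsp70Aa* and *Fatp2*).

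The areas of the Venn diagram in Fig. S5D add up to about 150 DEGs between Toll_Bsk and control, read by eye, against 8 here, and none of 19 alternatives came close (0 to 76). DESeq2 with all 9 libraries gives 169. For Toll_Bsk against Toll10b they add up to about 370 in Fig. S5D, read by eye, against 5 here. DESeq2 alone of 19 alternatives came close, with 370, and the others, between 0 and 1235, did not. DESeq2 with all 9 libraries gives 384. The 800 DEGs unique to Toll10b against control in the paper stand beside 794 here, and all DEGs of that comparison, about 1100 in Fig. S5D, read by eye, beside 800. The percentages of variance printed in Fig. S5A, 87.15% and 7.37%, match those computed here with the libraries as variables.

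Table S2 lists 23 genes, of which 11 were DEGs here. DESeq2 came close, with 21, and the other 18 alternatives did not. Table S5 lists 34, with 21 DEGs here. No count filter (25), size factors (23), array weights (28), DESeq2 (34) and leaving out control replicate 2 (24) came closest. So did the limma trend tests with pseudocounts of 0.5 and 0.1 (23 each), and the other 12 alternatives gave at most 22. Table S7 lists 23, with 14 DEGs here. No count filter (17), array weights (20), DESeq2 (23) and leaving out control replicate 2 (17) came closest. So did the 3 limma trend tests without quantile normalization (20, 21 and 21), and the other 12 gave at most 15. Table S9 lists 50, with 26 DEGs here. Array weights (38) and DESeq2 (48) came closest, and the other 17 gave at most 32. Tables S2 to S10 together list 219 genes, of which 145 were DEGs here. DESeq2 (216), array weights (184), no count filter (160) and leaving out control replicate 2 (154) came closest. Size factors (147) and the limma trend test with a pseudocount of 0.1 (146) moved the count little, and the other 13 gave at most 141.

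All 40 genes of Table S1 were DEGs in the direction given. As the leading genes by log2 fold change, 2 of its 20 rises and 7 of its 20 falls were among the 20 largest here. The paper calls Toll the highest expressing of the raised genes, and 8 DEGs had a larger fitted log2 fold change than *Tl* here, all with 0 or 1 read in the controls. For 3 of these (*CG12502*, *CG43085* and *CG31077*) the limit or the counting interval does not lie above the ratio of *Tl*, 152. *mwh* is called the most lowered, and 26 DEGs fell more, while by p only *CG1304* came before it. *hep*, *p38c* and *drk*, which the paper names as most highly upregulated, were not DEGs here. *p38c* was called by the 3 limma trend tests on FPKM, on quantile-normalized values, with array weights, by DESeq2 and without control replicate 2. *drk* was called without a count filter, by the 3 limma trend tests, with array weights, by DESeq2 and without Toll10b replicate 3. No setting called *hep*. The paper reports no rise of antimicrobial peptides, and *Drsl2* (log2 fold change 5.05) and *Drsl3* (3.38) were DEGs here. The legend of Fig. S5 names Toll_Bsk replicate 1 as the outlier, while here replicate 3 was further from the other 2 (74.6 and 93.8) than replicate 1 was from replicate 2 (53.6).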

Other observations

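The tests of the Toll_Bsk libraries named in this part rest on a share of change that was computed for every library, and the test of the control label was chosen only after the result was seen.

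The 2 Toll_Bsk libraries that the study kept lie far apart on the Toll10b change, at 66.0% and 1.12%. With *Tl* at 85.5 CPM in replicate 3, the lower share in that library is unlikely to come from a mislabelled control. Further Toll_Bsk libraries could tell whether this genotype keeps most of the Toll10b change or none of it, which the share of 59.6% in replicate 1, thinned to the depth of replicate 3, leaves open.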
